# Polycomb protein SCML2 mediates paternal epigenetic inheritance through sperm chromatin

**DOI:** 10.1093/nar/gkad479

**Published:** 2023-06-07

**Authors:** Akihiko Sakashita, Masatoshi Ooga, Kai Otsuka, So Maezawa, Chikara Takeuchi, Sayaka Wakayama, Teruhiko Wakayama, Satoshi H Namekawa

## Abstract

Sperm chromatin retains small amounts of histones, and chromatin states of sperm mirror gene expression programs of the next generation. However, it remains largely unknown how paternal epigenetic information is transmitted through sperm chromatin. Here, we present a novel mouse model of paternal epigenetic inheritance, in which deposition of Polycomb repressive complex 2 (PRC2) mediated-repressive H3K27me3 is attenuated in the paternal germline. By applying modified methods of assisted reproductive technology using testicular sperm, we rescued infertility of mice missing Polycomb protein SCML2, which regulates germline gene expression by establishing H3K27me3 on bivalent promoters with other active marks H3K4me2/3. We profiled epigenomic states (H3K27me3 and H3K4me3) of testicular sperm and epididymal sperm, demonstrating that the epididymal pattern of the sperm epigenome is already established in testicular sperm and that SCML2 is required for this process. In F1 males of X-linked *Scml2*-knockout mice, which have a wild-type genotype, gene expression is dysregulated in the male germline during spermiogenesis. These dysregulated genes are targets of SCML2-mediated H3K27me3 in F0 sperm. Further, dysregulation of gene expression was observed in the mutant-derived wild-type F1 preimplantation embryos. Together, we present functional evidence that the classic epigenetic regulator Polycomb mediates paternal epigenetic inheritance through sperm chromatin.

## INTRODUCTION

Emerging studies have established that the germline transmits epigenetic information to the next generation. In the male germline, paternal epigenetic states are subject to environmental and metabolic perturbation, carried through compacted sperm and impacting gene expression and disease risks in the next generation (1–5). In many cases, paternal epigenetic states have an intergenerational impact and are largely reprogrammed in the germline, though the extent of transgenerational inheritance across multiple generations remains debated (6,7). Several mechanisms are known to be responsible for intergenerational transmission of epigenetic states, including histone modifications on retained histones, DNA methylation, and small non-coding RNA (8–11). In particular, while the vast majority of histones are replaced with protamine in spermiogenesis, a small portion of histones are retained on gene regulatory elements in sperm; the chromatin states of sperm mirror the gene expression patterns of the next generation (12–19). However, the functions of sperm chromatin remain largely undetermined.

A prominent epigenetic signature of the mammalian germline is bivalent genomic domains, characterized by concomitant enrichment in repressive Polycomb-mediated trimethylation of histone H3 at lysine 27 (H3K27me3) and active di/trimethylation of histone H3 at lysine 4 (H3K4me2/3) marks on gene promoters, which persists in mature sperm (12,13,15,20–22). Bivalent domains represent molecular hallmarks of developmental potential in embryonic stem cells (ESC) (23–25). Thus, in the germline, bivalent domains are considered to be mediators of epigenetic inheritance to the next generation (26–28). In late spermatogenesis, bivalent domains became prevalent, covering thousands of genes that are activated later in the next generation (27–29). Of note, H3K4me3 is transmitted from sperm to embryos and is associated with embryonic gene expression (30). Overexpression of H3K4me2 demethylase KDM1A in the germline perturbs inter-and transgenerational inheritance of paternal epigenetic states and offspring health (30,31), but its effect is independent of bivalent domains (32). On the other hand, paternal deletion of H3K27me3 demethylase KDM6A leads to epigenetic inheritance and increases cancer susceptibility of the next generation (33). Despite this progress, the function of H3K27me3 remains to be tested in paternal epigenetic inheritance due to the lack of mouse models, in which H3K27me3 is attenuated in the male germline.

Polycomb group proteins suppress non-lineage specific genes and define cellular identity during development (34,35). Mammalian Polycomb proteins comprise two functionally related major complexes—Polycomb repressive complex 1 (PRC1) and PRC2—that catalyze monoubiquitination of histone H2A at lysine 119 (H2AK119ub) and H3K27me3, respectively (36). We identified a germline-specific Polycomb protein, SCML2, as a critical regulator of germline transcriptomes in the later stages of spermatogenesis (37–40). SCML2 interacts with both PRC1 and PRC2 and coordinates their activities to establish PRC2-mediated H3K27me3 and the bivalent domains in late spermatogenesis (29,37). SCML2 binding sites in spermatogonia predict the sites of H3K27me3 deposition in late spermatogenesis; loss of SCML2 resulted in H3K27me3 depletion and defective bivalent domains (29). Furthermore, *Scml2*-knock out (*Scml2*-KO) mice were infertile, and *Scml2*-KO epididymal sperm have abnormal shape (37), with midpieces tightly associated with sperm nuclei (29). The function of H3K27me3 in paternal epigenetic inheritance could not be determined in our previous studies (29,37). In this study, by applying modified methods of assisted reproductive technology (ART) using testicular sperm, we were able to rescue the male infertility of *Scml2*-KO mice. We performed native ChIP-seq of H3K27me3 and H3K4me3 in testicular sperm and epididymal sperm, demonstrating that the epididymal pattern of sperm epigenome is already established in testicular sperm and that SCML2 is required for this process. Here, we determine the paternal epigenetic inheritance mediated by SCML2 through sperm chromatin.

## MATERIALS AND METHODS

### Animals

Mice were maintained and used according to the guidelines of the Institutional Animal Care and Use Committee (protocol no. IACUC2018–0040) at Cincinnati Children's Hospital Medical Center and (reference number: A29-24) Yamanashi University. The founder *Scml2*^+/–^ female was generated in the C57BL/6 background using zinc finger nuclease technology (37). *Scml2*^+/–^ females were maintained by mating with C57BL/6 male mice. Therefore, *Scml2*-KO males (*Scml2*^-/y^) have a pure C57BL/6 background. Through mating between wild-type C57BL/6 males and *Scml2*^+/−^ females, *Scml2*-KO^(-/y)^ male mice were born at expected ratios according to Mendel's Law. For the genotyping of *Scml2*-KO mice, PCR was carried out using specific primer sets (37). Since *Scml2*-KO male mice showed infertility with abnormal sperm morphology, F1 generations from littermate wild-type and *Scml2*-KO males were generated using ART (intracytoplasmic sperm injection (ICSI) and round spermatids injection (ROSI)). To generate F2 mice, single F1 male progenies were continuously housed with 1-to-3 C57BL/6 females, and litters were weaned at 3 weeks of age.

### Collection of testicular spermatozoa and round spermatids for ICSI and ROSI

To obtain testicular spermatozoa and round spermatids, a single cell suspension from whole adult testis (wild-type and *Scml2*-KO) was prepared as described (29). Briefly, individual testes from wild-type and *Scml2*-KO mice at 8–12 weeks of age were dissected with fine forceps using sterile procedures in a 35-mm Petri dish containing 1× Enriched Krebs–Ringer bicarbonate (EKRB, containing 2.12 g/l sodium bicarbonate, Sigma) buffer, supplemented with 1× GlutaMax (Thermo Fisher Scientific), 1× non-essential amino acids (Thermo Fisher Scientific), 1× essential amino acid (Thermo Fisher Scientific), 1.3 mM calcium chloride, 1.2 mM magnesium sulfate and 1× penicillin–streptomycin (Thermo Fisher Scientific). After removing tunica albuginea membrane and unraveling seminiferous tubules, tubules were digested with collagenase (5 mg/ml, Sigma) at 35°C for 20 min with gentle pipetting every 5 min and then centrifuged at 188 xg for 5 min. The pellets were washed with the 1× EKRB buffer and then digested with trypsin (2.5 mg/ml, Sigma) at 35°C for 15 min. After incubation, Soybean trypsin inhibitor (50 μg/ml, Sigma) was added to neutralize the trypsin. Cells were filtered with a 40-μm strainer and resuspended with 1 ml of CELLBANKER 1 (Zenogen Pharma). The Cryopreserved testicular cells were stored in liquid nitrogen until use. For ICSI and ROSI, testicular spermatozoa and round spermatids were selected under the microscope based on their morphological features. These sperm nuclei were detached from midpieces after cryopreservation, prior to ICSI. This was not possible in our previous ICSI experiments using *Scml2*-KO fresh epididymal sperm, since epididymal sperm were surrounded by their midpieces that were tightly associated with nuclei (29). We were not able to dissociate midpieces from sperm nuclei, which might have prevented ICSI from working in our previous study (29).

### ICSI and ROSI

Oocytes and cumulus cells complexes were obtained from BDF1 female mice (SLC, Shizuoka, Japan) for Figure 1 and Supplementary Table S1 and from C57BL/6 female (SLC, Shizuoka, Japan) for Figure 7 and Supplementary Table S2, which had been injected with 7.5 IU of equine chorionic gonadotropin (ASKA Pharmaceutical Co., Ltd, Tokyo, Japan) and human chorionic gonadotropin (ASKA Pharmaceutical). Obtained oocytes and cumulus cells complexes were treated with hyaluronidase for 10 min; then the oocytes were retrieved. The cryopreserved testicular pellet was washed two times with D-MEM supplemented with 10% fetal bovine serum. After washing, the pellet was transferred to 10% PVP containing HEPES-buffered CZB-medium (CZB-HEPES) (41). Prior to cytosolic injection, zona pellucida and cytosolic membrane were disrupted with a piezo drive micromanipulator (Prime Tech Ltd, Ibaraki, Japan). Round spermatids or testicular spermatozoa were injected into the oocytes in CZB-HEPES. Ten min after injection, oocytes were washed and cultured in CZB-HEPES for 10 min. To obtain higher activation rate, 10 min after culturing in CZB-HEPES, round spermatid-injected oocytes as well as spermatozoa-injected oocytes were subjected to activation by culturing in Ca^2+^-free CZB-HEPES containing 5 mM SrCl_2_ for 1–2 h.

**Figure 1.**
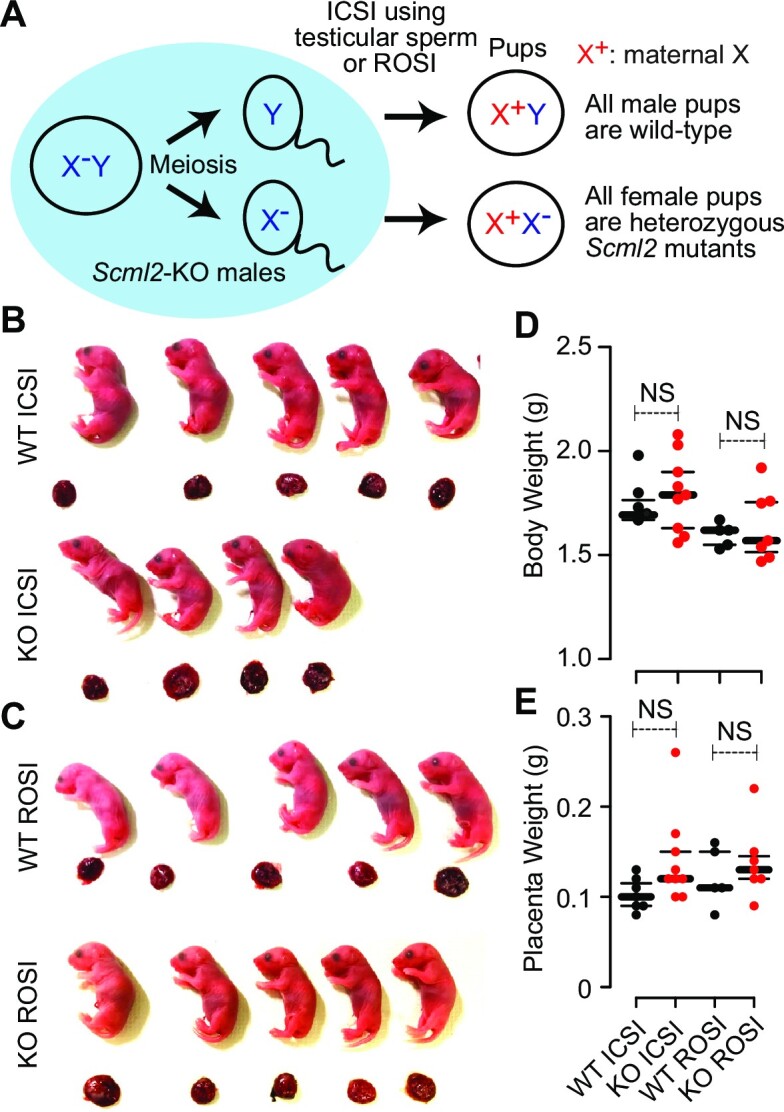
ICSI using testicular sperm or ROSI rescued infertility of *Scml2*-KO males. (**A**) Schematic of ICSI and ROSI using *Scml2*-KO males. (**B**, **C**) Representative images of full-term live offsprings and placentas produced from *Scml2*-KO (KO) and wild-type (WT) control testicular spermatogenic cells (ICSI using testicular elongated sperm or ROSI using round spermatids). (**D**, **E**) Body and placental weights of the live offsprings from each genotype at natural parturition or caesarean section. NS = not significant. Central bars represent medians; the small bars encompass 50% of the data points.

### Embryo culture and transfer

ICSI and ROSI-derived embryos were cultured in droplets of CZB-HEPES under paraffin oil in a 5% CO_2_ atmosphere at 37.5°C, until the desired developmental stage. To obtain full-term live offsprings, on the following day of ICSI and ROSI, the embryos that reached the two-cell stage were transferred into the oviducts of pseudopregnant female ICR mice at 0.5 days post-coitum (dpc), which had mated with a vasectomized ICR male overnight on the day before embryo transfer. At 18.5 dpc, the pups were obtained by the caesarean section (though some ones were delivered by natural parturition) and nursed by foster mothers. For the RNA-seq experiments in Figure 7, ICSI-derived embryos were kept in culturing for 4 days until they became blastocysts. 

### RNA-seq

Total RNA from the liver tissue was extracted with TRIzol reagent (Thermo Fisher Scientific) and purified using an RNeasy Plus Mini Kit (QIAGEN) with genomic DNA elimination according to the manufacturer's instructions. RNA-seq library preparation was carried out using a TruSeq Stranded mRNA Library Prep Kit (Illumina), following the manufacturer's instructions. For the preparation of the sperm RNA-seq library, we extracted total RNA from the swim-up separated motile sperm from the cauda epididymis using an RNeasy Plus Mini Kit (QIAGEN) with genomic DNA elimination according to the manufacturer's instructions. cDNA synthesis and preamplification were performed with total RNA using a SMART-Seq v4 Ultra Low Input RNA Kit and an Advantage 2 PCR Kit (Clontech), respectively. Preamplified cDNAs were supplied for RNA-seq library preparation with Nextera XT Library Prep Kit (Illumina). Indexed libraries were pooled and sequenced using an Illumina HiSeq-4000 or NextSeq-500 sequencer (single-end, 75 bp). Two independent biological replicates were generated for each sample.

The protocol for the construction of the embryo total RNA-seq libraries was adapted from a previous report with minor modifications (42). Briefly, the ICSI-derived two-cell and blastocyst embryos sired by wild-type control (Ctrl) and *Scml2*-KO sperm were treated with Acidic Tyrode's solution (Sigma) containing 0.5% polyvinylpyrrolidone and 50 mM NaCl to remove the zona pellucida (ZP) from embryos before sample collection, and then washed with PBS containing 0.2% polyvinyl alcohol. Pooled 30 each of ZP-free two-cells per replicate, and every single blastocyst in Ctrl-F1 and *Scml2*-KO-F1 embryos were lysed in 1× Lysis Buffer containing RNase inhibitor (0.2 IU/μl, from SMART-Seq Stranded Kit, Clontech), directly and stored at -80°C until subsequent library preparation. For PCR-based sexing, the lysates of every single blastocyst were boiled at 95°C for 10 min and subjected to PCR with KOD One polymerase (TOYOBO) and a specific primer set: *Zfy1*_Fw (5′-GACTAGACATGTCTTAACATCTGTCC-3′) and *Zfy1*_Rv (5′-CCTATTGCATGGACAGCAGCTTATG-3′). PCR was carried out using the following conditions: 95°C for 2 min, followed by 40 cycles each of 98°C for 10 s and 68°C for 30 s, on a ProFlex PCR System (Thermo Fisher Scientific). PCR products were visualized with electrophoresis on a 2% TAE agarose gel, and the genetic sex of each blastocyst was determined by the presence of PCR products. According to the manufacturer's instructions, the total RNA-seq libraries of pooled two-cell and single XY blastocyst embryos were prepared using SMART-Seq Stranded Kit (Clontech). RNAs were randomly sheared by heating at 85°C for 6 min and subjected to reverse transcription with random hexamers and PCR amplification. Ribosomal fragments were depleted from each cDNA sample with scZapR and scR-Probes. Indexed total RNA-seq libraries were enriched through a second PCR amplification and sequenced using an Illumina HiSeqX sequencer (paired-end, 150 bp).

### RNA-seq analysis

RNA-seq analysis was performed as described previously (43). Raw single-end RNA-seq reads from F1-liver, F1-sperm and F2-sperm samples were aligned to the mouse genome (GRCm38/mm10) using Hisat2 version 2.1.0 (44) with default settings. Alternatively, raw paired-end RNA-seq reads from two-cell and blastocyst embryos sired by Ctrl and *Scml2*-KO sperm, were aligned to mouse genome (GRCm38/mm10) using STAR aligner version 2.5.3a (45) with following options, - -twopassMode Basic; - -outSAMtype BAM SortedByCoordinate; - -outFilterType BySJout; - -outFilterMultimapNmax 1; - -winAnchorMultimapNmax 1; - -alignSJoverhangMin 8; - -alignSJDBoverhangMin 1; - -outFilterMismatchNmax 1; - -outFilterMismatchNoverReadLmax 0.04; - -alignIntronMin 20; - -alignIntronMax 1000000; - -alignMatesGapMax 1000000 for unique alignments. To visualize read enrichments over representative genomic loci, coverage files in TDF and bigWig formats were created from sorted BAM files using the IGVTools count function (Broad Institute) and bamCoverage program as implemented in deepTools (version 3.1.3) (46). Figures of continuous tag counts over selected genomic intervals were created in the IGV browser (Broad Institute). For in silico genotyping of each single blastocyst, we manually checked the coverage tracks of RNA-seq reads on Y chromosome, and then excluded dataset (XX blastocysts) in which we observed almost no aligned reads to Y chromosome. To quantify uniquely aligned reads on respective annotated gene transcript and repetitive loci, the featureCounts function, part of the Subread package (33), was used. The RPKM expression levels for each transcript were calculated using StringTie version 1.3.4 (47). Pearson correlation coefficients between biological replicates of RNA-seq profiles were calculated using SeqMonk (Babraham Bioinformatics). The gene expression matrix of RNA-seq datasets was applied to bidimensional PCA with R programming. Each sample score from the covariance matrix was plotted in the two eigenvectors PC1 and PC2 with ggplot2 (https://github.com/tidyverse/ggplot2). To detect differentially expressed genes between two biological samples, a read count output file was input to the DESeq2 package version 1.16.1 (48); program functions DESeqDataSetFromMatrix and DESeq were then used to compare each gene's expression level between two biological samples. Differentially expressed genes were identified through two criteria: (i) ≥2-fold change and (ii) binominal tests (*P*_adj_ < 0.01; *P* values were adjusted for multiple testing using the Benjamini-Hochberg method, or *P* < 0.01). To perform gene ontology analysis of gene sets, differentially expressed between two biological samples, the functional annotation clustering tool in DAVID version 6.8 (49) and Enrichr (50) were used, and a background of all mouse genes was applied. Biological process term groups with a *P* < 0.05 (modified Fisher's exact test) were considered significant. Further analysis was performed with R (version 3.4.0) and visualized as heat maps using Morpheus (https://software.broadinstitute.org/morpheus, Broad Institute).

### Collection of sperm from the testis and cauda epididymis for native ChIP-seq

For testicular sperm collection, tunica albuginea were removed, and seminiferous tubules were physically dissociated with tweezers. Tubules were further dissociated by 10 ml of EKRB Buffer, supplemented with 400 μg/ml Collagenase (Worthington Biochemical Corp., NJ), 80 μg/ml Hyaluronidase (Sigma), and 1.6 μg/ml DNase (Sigma), at 35°C for 10 min. Tubules were then centrifuged at 100 g at room temperature for 5 min. Then, the supernatant fraction was further centrifuged at 200 g at room temperature for 5 min. This supernatant fraction was filtered with a 25-μm mesh and centrifuged at 2500 rpm at room temperature for 5min. The pellet was used as testicular sperm for native ChIP-seq.

For epididymal sperm collection, cauda epididymides were transferred in a 5% CO_2_-equillibrated M2 medium (Sigma). Each epididymis was thoroughly pierced with a 27G needle and incubated at 37°C in a 5% CO_2_ condition for 30 min. M2 medium containing the swim-up sperm was collected carefully and filtered with a 25-μm mesh. Filtered sperms were centrifuged at 200 g at room temperature for 5 min, and the supernatant was further centrifuged at 2500 rpm at room temperature for 5min. The pellet was used as epididymal sperm for native ChIP-seq.

### Sperm native ChIP-seq

Sperm native ChIP-seq was performed by following a previously published protocol (51) with minor modifications. Sperm (2.6–4.9 × 10^5^ cells per sample) were suspended in PBS and treated with 50 mM DTT at room temperature for 2 h. DTT was quenched by 100 mM *N*-ethylmaleimide. After washing with PBS, sperm were treated with a buffer, containing 15 mM Tris–HCl (pH 7.5), 60 mM KCl, 5 mM MgCl_2_, 0.1 mM EGTA, 1% NP-40, and 1% sodium deoxycholate, on ice for 10 min. MNase treatment was performed using detergent-treated sperms with 6000 gel units of MNase (New England Biolabs, MA) per sample at 37°C for 5 min and was immediately inhibited by 5 mM EDTA. After MNase treatment, 10% of total chromatin was separated and used as an input sample. Sperm chromatin was first pre-cleared with protein A/G (1:1) Dynabeads (Life Technologies, CA), then reacted with 1 μl of anti-H3K27me3 antibody (C15410195, Diagenode, Belgium) or anti-H3K4me3 antibody (39155, Active Motif, CA) at 4°C overnight with gentle rotation. For antibody-beads conjugation, protein A/G Dynabeads were added, and samples were incubated at 4°C for 4 h with gentle rotation. After incubation, to remove non-specific bound chromatin, samples were washed once with a low-salt washing buffer, containing 50 mM Tris–HCl (pH 7.5), 10 mM EDTA and 75 mM NaCl, and twice with a high-salt washing buffer, containing 50 mM Tris–HCl (pH 7.5), 10 mM EDTA and 125 mM NaCl. ChIP sample was then eluted with 1% SDS/PBS, treated with 200μg/ml of RNase A (Thermo Fisher Scientific) at 37°C for 30 min and further treated with 200 μg/ml of Proteinase K (Invitrogen, CA) at 55°C overnight. Finally, DNA was purified with phenol/chloroform/isoamyl alcohol and precipitated with ethanol.

ChIP-seq library preparation was carried out using a NEBNext Ultra II DNA Library Prep Kit (New England Biolabs) according to the manufacturers’ instructions. Indexed libraries were pooled and sequenced using an Illumina Hiseq X sequencer (paired-end, 150 bp). Two independent biological replicates were generated for each sample. For the analysis of Figures 2, 4, 5 and Supplementary Figure S3, we analyzed representative data sets (all data for rep1 except for wild-type epididymal sperm H3K4me3 and H3K27me3: rep2).

**Figure 2.**
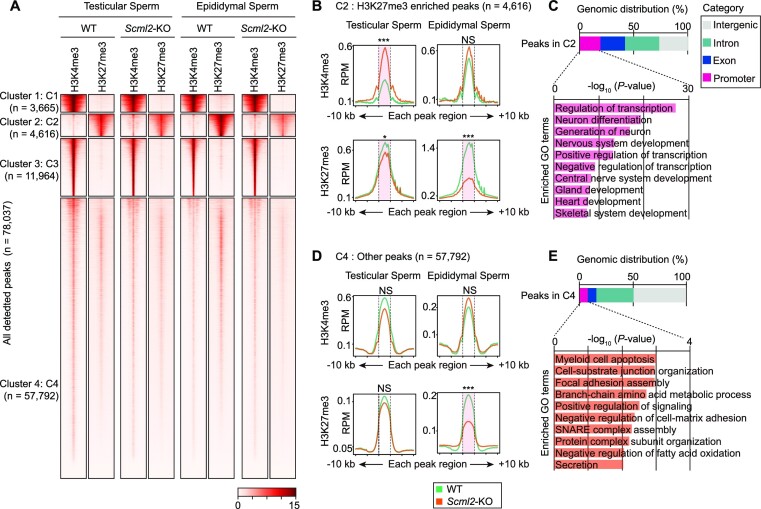
H3K27me3 and H3K4me3 distributions in testicular sperm and epididymal sperm. (**A**) k-means clustered heatmap of all detected peaks (detected by MACS2) of H3K4me3 and H3K27me3 in wild-type (WT) and *Scml2*-KO testicular sperm and epididymal sperm. (B, D) Average tag density plots around each peak region ±10 kb for Cluster 2: C2 (**B**) and for Cluster 4: C4 (**D**). *P < 0.05; ***P < 0.001; NS, not significant; Wilcoxon rank-sum test with Bonferroni correction was performed on each peak region (shown with dotted lines). (C, E) Genomic distribution of peaks in Cluster 2: C2 (**C**) and in Cluster 4: C4 (**E**) and bar charts showing enriched GO terms for genes that have promoter peaks.

### ChIP-seq analyses

Raw paired-end ChIP-seq reads were aligned to the mouse genome (GRCm38/mm10) using bowtie2 version 2.3.3.1 with default settings (52); the reads were filtered to remove alignments mapped to multiple locations by calling grep with the -v option. Peak calling for ChIP-seq data was performed by MACS2 version 2.1.4 with default arguments (53); a cut-off *P*-value of 10^−2^ was used. Relative ChIP-seq enrichments in respective loci were calculated by dividing input controls. The program ngs.plot (54) was used to draw tag density plots and heatmaps for H3K4me3, H3K27me3, H3.3, and H3.1/H3.2 ChIP-seq read enrichment within ±10 kb of TSS. For k-means clustering of all H3K4me3 and H3K27me3 peaks in testicular and epididymal sperm from wild-type and *Scml2*-KO males, we firstly generated a set of regions that were called peaks with MACS2 in at least one of the datasets, by merging peak regions of all biological replicates using the mergedBed function from BEDTools (version 2.30.0) (55). Using respective merged peak files from H3K4me3 and H3K27me3 ChIP-seq data, we ran k-means clustering analysis using computeMatrix and plotHeatmap program as implemented in deepTools (version 3.1.3) (46) and determined that *k* = 4 was suitable for our data. To evaluate the functional annotation of each cluster, we utilized Genomic Region Enrichment of Annotation Tool (GREAT, version 4.0.4) (56) and HOMER (version 4.9) (57), both of which associates ChIP-seq peak regions in each cluster with their genomic feature and ontology of their putative target genes adjacent to peaks. To visualize read enrichment over representative genomic loci, coverage files in TDF and bigWig formats were created from sorted BAM files using the IGVTools count function (Broad Institute) and bamCoverage program as implemented in deepTools (version 3.1.3) (46). Figures for continuous tag counts over selected genomic intervals were created in the IGV browser (Broad Institute). Pearson correlation coefficients between biological replicates of ChIP-seq profiles (bin = 10 kb) were calculated using SeqMonk (Babraham Bioinformatics).

## RESULTS

### ICSI or ROSI rescued infertility of *Scml2*-KO mice

Because *Scml2* is an X-linked gene, all-male pups sired from *Scml2*-KO males are wild-type, while all-female pups are heterozygous *Scml2* mutants (Figure 1A). Therefore, *Scml2*-KO mice are an ideal model to study epigenetic inheritance from the paternal germline to the descendant male germline without transmission of the mutant allele. To test the functions of SCML2 in paternal epigenetic inheritance, we sought to recover the infertility of *Scml2*-KO mice by ART. Because our previous attempts of *in vitro* fertilization (IVF) or ICSI using *Scml2*-KO epididymal sperm with wild-type oocytes were not successful (29), we tried a modified method of ICSI using testicular sperm that had not yet undergone later maturation processes. Notably, ICSI using testicular sperm rescued infertility of *Scml2*-KO males, and these pups underwent full-term development with apparently normal placentas at a comparable frequency with that of controls (Figure 1B, Supplementary Table S1). As an alternative approach, we further performed ROSI using *Scml2*-KO round spermatids and recovered pups with full-term development at the comparable frequency with that of controls (Figure 1C, Supplementary Table S1). Body weight and placental weight were similar between wild-type- and *Scml2*-KO-derived pups from ICSI or ROSI (Figure 1D and E). Consistently, *Scml2*-KO-derived embryos normally reached the two-cell stage prior to the transfer to pseudopregnant surrogate females (Supplementary Table S1). In this study, we focused on *Scml2*-KO-derived males sired by ICSI as a model of epigenetic inheritance.

### H3K27me3 and H3K4me3 distribution in testicular and epididymal sperm

Since we were able to rescue the infertility of *Scml2*-KO male with ICSI using testicular sperm, we sought to determine how the sperm epigenome is regulated in testicular sperm prior to its maturation to epididymal sperm. Although many previous studies have reported the epigenomic status of epididymal sperm in mice (12–19), the epigenomic status of testicular sperm has never been reported. To test whether epigenomic states alter from testicular sperm to epididymal sperm and whether SCML2 is required for this process, we examined distributions of H3K4me3 and H3K27me3 in testicular sperm and cauda epididymal sperm isolated from wild-type and *Scml2*-KO males by native ChIP-seq experiments. We confirmed nearly 100% purity of our isolated sperm fractions (Supplementary Figure S1) and reproducibility of our native ChIP-seq experiments of H3K4me3 and H3K27me3 in testicular sperm and cauda epididymal sperm between biological replicates (Supplementary Figure S2). We detected 78037 peaks among all samples, categorized into 4 clusters through k-means clustering (Figure 2A). Cluster 1 and 3 peaks show enrichment of H3K4me3, while Cluster 2 peaks are enriched with H3K27me3 but modestly marked with H3K4me3. Cluster 4 peaks are marked with both H3K4me3 and H3K27me3. Overall, the distribution patterns of H3K4me3 and H3K27me3 were largely unchanged from testicular sperm to epididymal sperm in wild-type males, demonstrating that the epididymal pattern of sperm epigenome is already established in testicular sperm.

In *Scml2*-KO males, distribution patterns of these marks overall resemble that of wild-type sperm. However, the intensity of these marks changed in *Scml2*-KO males. On Cluster 2 peaks, H3K4me3 was increased, but H3K27me3 was attenuated in *Scml2*-KO testicular sperm; H3K27me3 was further attenuated in *Scml2*-KO epididymal sperm (Figure 2B). Cluster 2 peaks are associated with developmental regulator genes such as neuron, gland, and heart development (Figure 2C). Consistent with these results, our promoter-specific analysis further confirmed that epigenetic states of developmental regulator genes were altered in *Scml2*-KO testicular and epididymal sperm (Supplementary Figure S3). We further found an extensive reduction of H3K27me3 in *Scml2*-KO epididymal sperm on Cluster 4 peaks (Figure 2D), which is associated with other somatic cellular processes (Figure 2E). Taken together, we conclude that SCML2 is required for the establishment of the proper epigenome in testicular sperm and epididymal sperm and that *Scml2*-KO epididymal sperm has more pronounced defects compared to *Scml2*-KO testicular sperm.

### Paternal *Scml2* deficiency leads to altered sperm RNA content in the next generation

To determine whether SCML2 mediates epigenetic inheritance between generations (i.e. intergenerational inheritance), we sought to determine changes in gene expression in *Scml2*-KO-derived F1 (KO-F1) males obtained from ICSI with testicular sperm. 

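RNA was sequenced from the liver and from motile spermatozoa of the cauda epididymis of F1 males of 8 to 12 weeks, with 2 biological replicates per group. KO-F1 males were sired by Scml2-KO males through intracytoplasmic sperm injection (ICSI), in which a testicular sperm is injected into an oocyte, and Ctrl-F1 males were sired by wild-type males in the same way. Liver libraries were made from mRNA with a strand-specific kit. Sperm libraries were made from total RNA of spermatozoa separated by swim-up, whose cDNA was synthesized and amplified by PCR with a low-input kit before tagmentation, so that reads are not independent molecules. Reads were single-end and 75 bp long. The authors aligned the reads to the mouse genome (GRCm38) with Hisat2, counted uniquely aligned reads on annotated genes and deposited 1 file of raw counts per library. The counts were used as deposited, without the 2 gene symbols that each file lists more than once, which left 23416 genes. The Ctrl-F1 liver libraries held 14278900 and 14023819 counts and the KO-F1 liver libraries 12227217 and 11339729 counts. The Ctrl-F1 sperm libraries held 2426900 and 1503733 counts and the KO-F1 sperm libraries 2778171 and 2085285 counts. At these depths, 3 counts correspond to between 0.210 and 0.265 CPM (counts scaled to the library total) in a liver library and to between 1.08 and 2.00 CPM in an F1 sperm library. The ribosomal RNA gene Rn45s took 15.7% of the counts in KO-F1 sperm replicate 1 (95% Wilson interval 15.70% to 15.79%) and 28.7% in Ctrl-F1 sperm replicate 2 (28.67% to 28.81%), the lowest and the highest share among the F1 sperm libraries, and at most 1.59% in a liver library (1.584% to 1.599%). These intervals cover counting error only. Scml2, the gene deleted in the fathers, had 0 counts in every liver library. In spermatozoa it had 0 and 18 counts in the Ctrl-F1 replicates and 0 and 4 counts in the KO-F1 replicates, too few to tell the groups apart. Each tissue was tested with edgeR's quasi-likelihood test after TMM normalization, over the 11505 genes in liver and the 10785 genes in spermatozoa that passed edgeR's default filter on low counts. A gene was called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.01, the thresholds the authors applied to DESeq2. On simulated counts with the means and the spread of these libraries, in which 200 genes were changed 4-fold, the test called 163 of the changed genes at the depth and spread of liver but 1 of them at those of F1 spermatozoa, where DESeq2 called 25.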

To this end, we performed RNA-seq analyses of livers and spermatozoa in KO-F1 males in comparison with the control F1 (Ctrl-F1) males that derived from wild type (*Scml2*^+/y^) males using ICSI (Figure 3A, Supplementary Figure S4A); these comparisons were made between wild-type mice generated from ICSI to reflect true epigenetic differences. We selected the liver because the liver is a representative organ that shows the effect of paternal epigenetic inheritance in the case of low-protein diet-fed fathers (3). However, we detected only a few differentially expressed dysregulated genes between KO-F1 and Ctrl-F1 liver (Figure 3B, Supplementary Dataset S1), suggesting that paternal *Scml2* deficiency has a minor impact on gene expression in the F1 liver. 

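In liver, 0 of the tested genes were called, while 1083 had an unadjusted p under 0.05. The smallest adjusted p was 0.0137 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for Hamp2, which was singled out after its values were seen. Hamp2 lies on chromosome 7 of GRCm38 from 30922372 to 30924181. It had 16880 and 17164 counts in Ctrl-F1 liver and 1172 and 559 counts in KO-F1 liver, for which the mean fell from 1203 to 72.6 CPM. Its paralog Hamp, on the same chromosome from 30942368 to 30944029, had 7593 and 6356 counts in Ctrl-F1 and 17417 and 14690 counts in KO-F1 liver, a log2 fold change of 1.52 (standard error 0.18, adjusted p = 0.0796 from edgeR's quasi-likelihood test). Reads of such similar genes can be divided unevenly in counting, so the change of either gene is uncertain, and the CPM of both genes summed differed by -0.18 on the log2 scale. Leaving out the filter moved this count most among the settings chosen beforehand: over all genes with a count, 25 were called, of which 11 were higher and 14 lower in KO-F1, and the 20 genes the paper lists were among them. DESeq2 with default settings called 20 genes, 7 higher and 13 lower, of which 18 are on the paper's list. Because the groups share replicate numbers, the numbers were also entered as pairs. The deviations of same-numbered livers from their group means had a correlation of -0.102 across genes. With the replicate number as a block 2 genes were called (1 higher, 1 lower), and with the numbers crossed, so that replicate 1 of one group was paired with replicate 2 of the other, 0 genes were called. Same-numbered livers come from different animals. From the small number of DEGs, the paper proposes that paternal Scml2 deficiency has a minor impact on gene expression in F1 liver.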

We next analyzed F1 spermatozoa isolated from the cauda epididymis. Because SCML2 is a regulator of gene expression in germ cells (37), we suspect that SCML2-dependent paternal epigenetic states may persist on sperm chromatin to regulate gene expression in the germline of the next generation. We first confirmed that our sperm RNA-seq did not exhibit expression of somatic markers in the epididymis (58) (Supplementary Figure S4B). 

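The 14 epididymal somatic cell markers of Supplementary Figure S4B, which stand for principal, basal, clear and myoid cells, together took 330 and 280 counts in the Ctrl-F1 sperm replicates (0.0136% and 0.0186% of all counts) and 564 and 660 counts in the KO-F1 replicates (0.0203% and 0.0317%). The 8 sperm enriched genes of the same figure took 13.0% and 11.7% of the counts in Ctrl-F1 and 5.88% and 4.29% in KO-F1. Most of the somatic markers were above the detection limit: 11 and 9 of them had at least 10 counts in the Ctrl-F1 replicates, and 13 and 12 in the KO-F1 replicates. Over the 12 markers that entered the test, 7 were higher and 5 lower in KO-F1, with a median log2 fold change of 0.23 (adjusted p = 0.801 from camera, limma's test of a gene list against all other genes), so that no difference between KO-F1 and Ctrl-F1 in these markers was detectable. The median changed sign, to -0.25, when KO-F1 replicate 2 was left out.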

We found that 253 genes were defined as differentially expressed genes (DEGs) between KO-F1 and Ctrl-F1 spermatozoa (Figure 3C, Supplementary Dataset S1). 

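In spermatozoa, 0 genes passed the thresholds between KO-F1 and Ctrl-F1, and the smallest adjusted p was 0.140 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 2105 of the tested genes had an unadjusted p under 0.05. Among the alternatives, DESeq2 with default settings moved this count most and called 390 genes. Of these, 242 are among the 253 genes of Supplementary Dataset S1. Keeping only the 6251 genes with at least 10 counts in every library, edgeR called 200 genes, of which 140 are on the paper's list. The paper's list was made from these same libraries, so the number of its genes called again is no measure of stability.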

Because active transcription is ceased in spermatozoa, these results suggest that SCML2-dependent paternal epigenetic states alter gene expression in spermiogenesis in KO-F1 males, leading to altered RNA content in KO-F1 spermatozoa. 

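All 8 sperm enriched genes of Supplementary Figure S4B were lower in KO-F1 than in Ctrl-F1 spermatozoa, with a median log2 fold change of -1.93 (adjusted p = 6.19e-11 from limma's camera test, over the 10 list tests of both comparisons with Ctrl-F1 spermatozoa). Camera compares genes with genes and does not measure the spread between animals. With each replicate left out in turn the median lay between -2.21 and -1.71. Scaling the libraries to a list of late spermatogenesis genes, which are themselves lower in KO-F1, raises all genes alike: it moved this median to -0.40 and that of all tested genes from 0.02 to 1.51, so the distance between them stayed nearly the same. All of these genes but Smcp are on the paper's list of DEGs, which was made from the same libraries. From the DEGs and from the absence of active transcription in spermatozoa, the paper proposes that paternal epigenetic states that depend on SCML2 alter gene expression during spermiogenesis of KO-F1 males and so the RNA content of their spermatozoa.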

Despite the altered RNA content, KO-F1 males were fertile and produced offspring in natural mating (F2 analysis is described in a later section).

**Figure 3.**
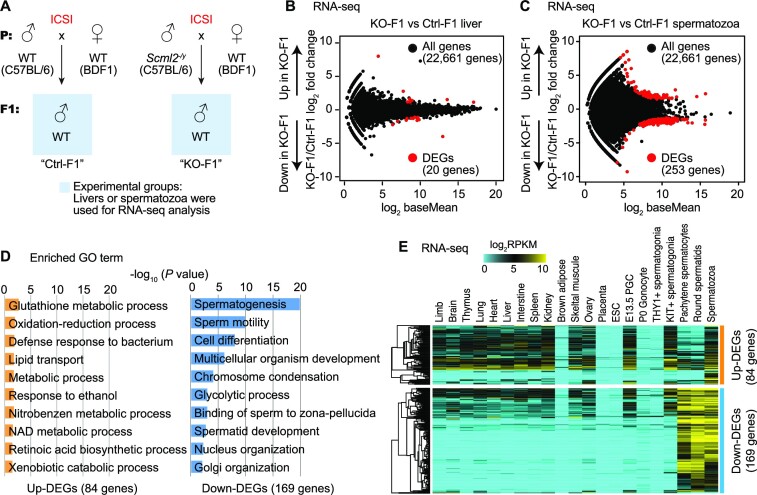
Paternal *Scml2* deficiency leads to altered sperm RNA content in the next generation. (**A**) Schematic to obtain experimental samples from Ctrl and *Scml2*-KO ICSI-derived offspring (F1). (**B, C**) RNA-seq analysis of livers and spermatozoa from F1 mice. Differentially expressed genes (DEGs) were defined with stringent criteria (fold change > |2|, *P*_adj_ < 0.01). In liver RNA-seq, only a few DEGs were detected between Ctrl and KO-derived F1 offsprings. (**D**) Bar charts showing enriched GO terms for the upregulated (up-) and downregulated (down-) DEGs between Ctrl and KO-derived F1 spermatozoa. (**E**) Heatmaps depicting expression pattern (log_2_ RPKM) of up-DEGs (top) and down-DEGs (bottom) in *Scml2*-KO F1 spermatozoa among several somatic tissues and male germline cells. ESC: embryonic stem cells. PGC: primordial germ cells.

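By DESeq2 with default settings, 125 genes were higher and 265 lower in KO-F1 than in Ctrl-F1 spermatozoa. By edgeR over genes with at least 10 counts in every library, 82 were higher and 118 lower, and over all 16807 genes with a count 65 were higher and 48 lower, so that without a filter more genes were called higher than lower. All 253 genes of Supplementary Dataset S1 changed in the listed direction in the edgeR test, and 0 of them passed its thresholds. When the libraries were scaled to a list of late spermatogenesis genes instead of by TMM, the log2 fold changes of all tested genes shifted upward, with a median of 1.51, and 246 of the 253 genes, 84 higher and 162 lower, kept their direction.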

Among 253 DEGs in KO-F1 spermatozoa, 84 genes were upregulated in KO-F1 spermatozoa, while 169 genes were downregulated. Gene ontology (GO) enrichment analysis revealed that these upregulated genes are enriched with gene functions in various biological processes such as glutathione metabolic process and oxidation-reduction process (Figure 3D). By contrast, down-regulated genes were highly enriched with gene functions in spermatogenesis and sperm motility (Figure 3D). Further, we examined expression of these DEGs in many other tissues and different stages of isolated germ cells and confirmed late-spermatogenesis specific expression of 169 downregulated genes (down-DEGs) in KO-F1 sperm; these downregulated genes are highly expressed in meiotic pachytene spermatocytes (PS), round spermatids (RS), and spermatozoa (Figure 3E). On the other hand, many of the 84 upregulated genes (up-DEGs) in KO-F1 spermatozoa are highly expressed in various somatic tissues and some stages of differentiated germ cells (such as KIT^+^ spermatogonia and spermatozoa), though these 84 up-DEGs are not highly expressed in undifferentiated cells (such as ESC and THY1^+^ undifferentiated spermatogonia) and in later spermatogenesis (PS and RS). Consistent with the late spermatogenesis functions of 169 down-DEGs in KO-F1 sperm, these genes tend not to be highly conserved in mammals. Among them, 20 rodent-specific genes are observed, which are in line with the rapid evolution of late spermatogenesis genes (Supplementary Figure S5). 

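A list of 55 genes of late spermatogenesis and a list of 55 genes of the epididymal epithelium were written before the data were examined, and genes on the paper's lists of DEGs were taken out of both. Of the 51 late spermatogenesis genes tested, 49 were lower and 2 higher in KO-F1 than in Ctrl-F1 spermatozoa, with a median log2 fold change of -1.51, against a median of 0.02 over all tested genes (adjusted p = 3.73e-15 from limma's camera test). This p compares genes with genes at an assumed inter-gene correlation of 0.01 and does not measure the spread between animals. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.333. Leaving out each replicate in turn gave medians between -1.79 and -1.17. Of the 30 epididymal epithelium genes tested, 18 were higher and 12 lower in KO-F1, with a median log2 fold change of 0.44 (adjusted p = 0.314 from limma's camera test), and since the paper's DEGs were taken out of the list, epithelial genes among them could not count. Because normalization assumes that most genes do not change, these medians are relative to the other genes of the libraries. Scaled to the late spermatogenesis genes themselves, their median was close to 0 by construction, at 0.05, and that of all tested genes was 1.51.

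**Figure D1:**
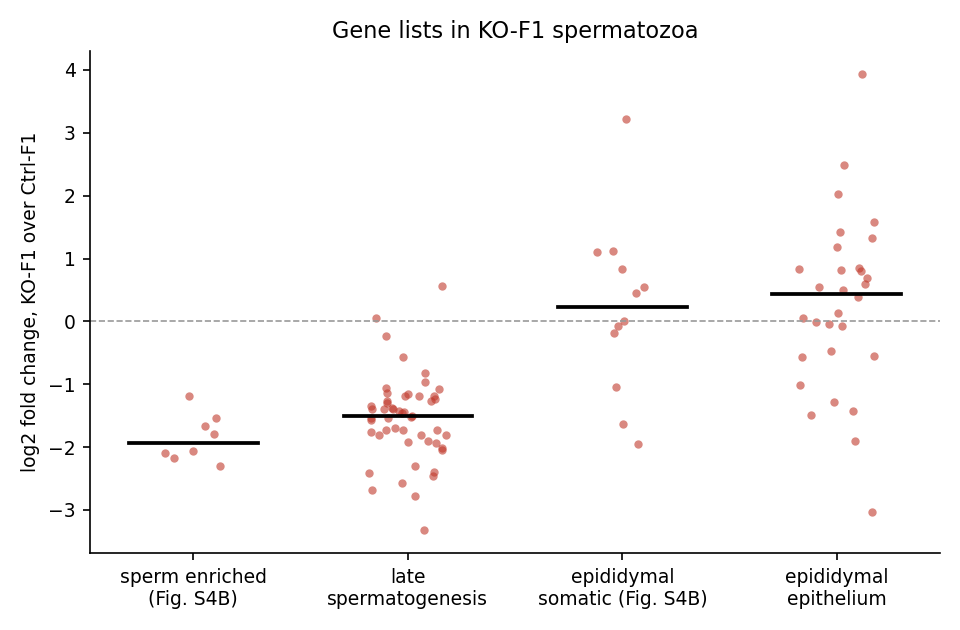
Log2 fold change in KO-F1 over Ctrl-F1 spermatozoa (vertical axis) of each tested gene (points) on each of the lists named along the horizontal axis, with the median of each list (black lines); the dashed line marks no change. The sperm enriched genes have a median of -1.93 and the late spermatogenesis genes of -1.51, while the epididymal somatic and epithelium lists have medians of 0.23 and 0.44.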

Together, we conclude that paternal *Scml2* deficiency leads to altered sperm RNA content in the next generation in two major groups: downregulation of late spermatogenesis genes and upregulation of differentiation-related genes. These results indicate that SCML2 mediates intergenerational inheritance of epigenetic information.

### Histone retention at *Scml2* KO-F1 dysregulated gene loci in wild-type spermatozoa

To delineate mechanisms associated with SCML2-mediated paternal epigenetic inheritance, we examined the chromatin status of the DEGs in wild-type spermatozoa. 

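Tnp2, Prm3, Prm2 and Prm1 lie on the minus strand of chromosome 16 within 8889 bp of GRCm38, from 10787935 to 10796823. Tnp2 (transition protein) spans 10787935 to 10788655, Prm3 10790508 to 10790914, Prm2 10791377 to 10792105 and Prm1 10796332 to 10796823. The intervals between neighbouring genes measure 1852 bp from Tnp2 to Prm3, 462 bp from Prm3 to Prm2 and 4226 bp from Prm2 to Prm1. In the RefSeq annotation Prm3 has 1 exon and each of the other genes has 2. Tnp1, the other transition protein gene, lies outside the cluster, on chromosome 1 from 73015074 to 73015899.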

A representative locus of down-DEGs of KO-F1 spermatozoa comprises the Protamine gene cluster, which contains three protamine genes (*Prm1*, *Prm2* and *Prm3*) and a transition nuclear protein gene (*Tnp2*) on chromosome 16, all of which are coregulated as a cluster and highly expressed in spermiogenesis (59). 

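In TMM-normalized CPM, Prm1 was at 12307 ± 4358 (SD, n = 2) in Ctrl-F1 and 2959 ± 1165 (SD, n = 2) in KO-F1 spermatozoa, and Prm2 at 39989 ± 11348 and 8300.0 ± 982. Prm3 was at 1974 ± 18.5 in Ctrl-F1 and 577 ± 60.8 in KO-F1, and Tnp2 at 8313 ± 2186 and 2032 ± 792. For each of these genes both KO-F1 replicates were below both Ctrl-F1 replicates. The log2 fold change of Prm1 was -2.10 (standard error 0.53), that of Prm2 -2.30 (0.54), that of Prm3 -1.80 (0.39) and that of Tnp2 -2.07 (0.50). The unadjusted p lay between 0.00180 for Prm3 and 0.00426 for Prm1, and the adjusted p was 0.140 for each gene (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), above the threshold. DESeq2 called all 4 genes, with adjusted p from 5.93e-08 for Prm2 to 1.98e-05 for Prm1. With each replicate left out in turn, the log2 fold change stayed between -2.54 and -1.64 for Prm1, -2.59 and -1.94 for Prm2, -1.90 and -1.70 for Prm3 and -2.51 and -1.71 for Tnp2. Scaled to the late spermatogenesis list, the values were -0.49, -0.74, -0.31 and -0.49 for Prm1, Prm2, Prm3 and Tnp2, all still negative, with unadjusted p between 0.303 and 0.588. Tnp1 outside the cluster had a log2 fold change of -2.17 (standard error 0.46, adjusted p = 0.140 from the edgeR test). DESeq2 called Tnp1 (adjusted p = 8.87e-06). The edgeR test called it without a filter (adjusted p = 0.00647) and over genes with at least 10 counts in every library (0.00449). It was not called with the replicate block or after thinning, and scaled to the late spermatogenesis list its log2 fold change was -0.59.

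**Figure D2:**
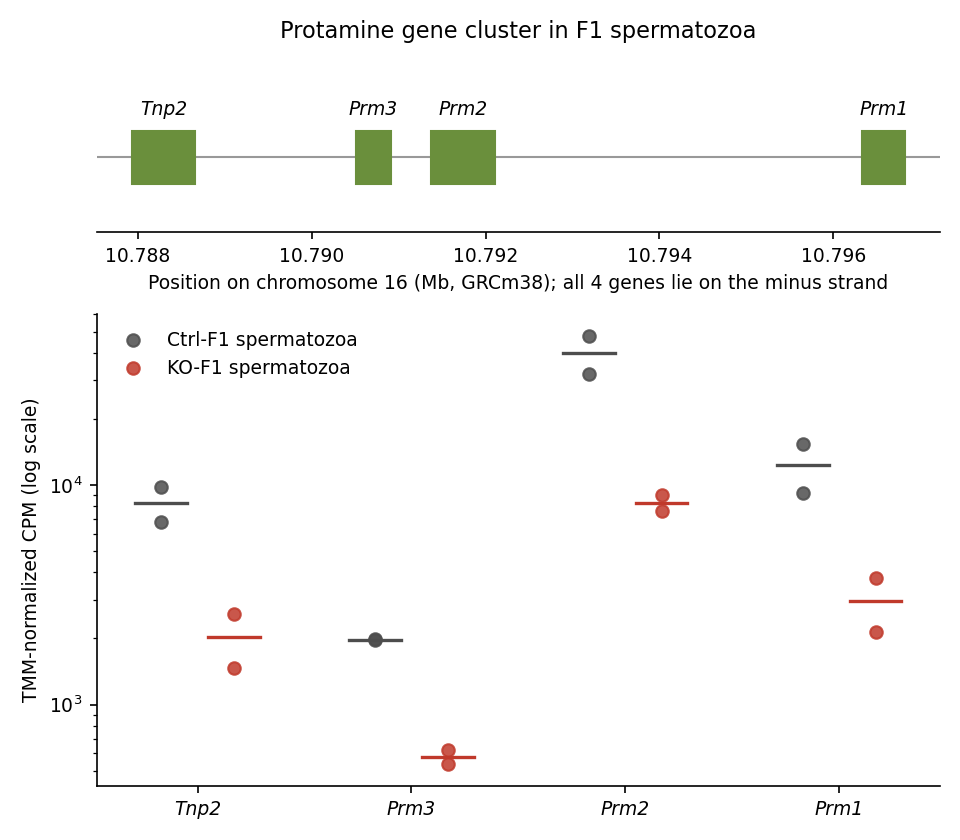
Positions of the genes of the cluster on chromosome 16 (upper panel, in Mb of GRCm38) and TMM-normalized CPM of each gene on a logarithmic axis (lower panel), with 1 point per library and a line at the mean of each group. The KO-F1 libraries lie below the Ctrl-F1 libraries for every gene, as for Prm2 with means of 8300.0 and 39989.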

In KO-F1 sperm, these genes were significantly downregulated (Figure 4A, Supplementary Dataset S1), raising the possibility that SCML2 regulates the Protamine gene cluster. We reanalyzed the published ChIP-seq data set (15) and found that *Prm1*, *Prm2*, *Prm3* and *Tnp2* loci are enriched with histone variants H3.3, which is a major component of retained histones in spermatozoa (15). These gene loci were associated with H3.3 in spermatozoa (15). Further, the Protamine gene cluster is broadly enriched with H3K27me3, a PRC2 mediated repressive mark regulated by SCML2 in the germline (29). Indeed, H3K27me3 was attenuated at the *Prm1* and *Prm2* gene loci in *Scml2*-KO testicular sperm (highlighted with blue bars in Figure 4A). Thus, histone retention at the Protamine gene cluster and the presence of H3K27me3 in spermatozoa is a possible mechanism by which SCML2 mediates paternal epigenetic inheritance.

**Figure 4.**
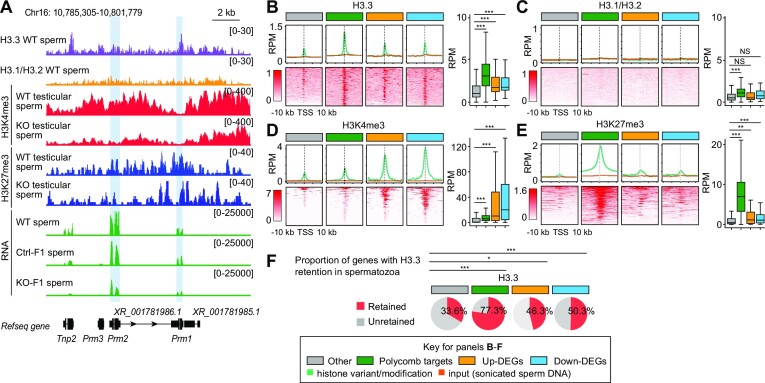
Dysregulated gene loci in *Scml2*-KO ICSI-derived sperm showed histone retention. (**A**) Representative genome browser track view of each histone variant/modification ChIP-seq reads from WT epidydimal sperm (H3.3 and H3.1/3.2, adapted from (15)), WT and *Scml2*-KO testicular sperm (H3K4me2 and H3K27me3, generated in this study), and RNA-seq reads from WT (adapted from (70)), Ctrl- and KO-ICSI derived F1 sperm (generated in this study). *Tnp2*, *Prm1*, *Prm2* and *Prm3* genes were extracted as down-DEGs in KO-F1 spermatozoa. Data ranges are shown in brackets. The *Prm1* and *Prm2* gene loci were highlighted with blue. (B-E) Average tag density plots and heatmaps around TSS ±10 kb, as well as whisker plots of enrichment around TSSs ±1 kb of H3.3, H3.1/H3.2, H3K4me3 and H3K27me3 in wild-type sperm ChIP-seq reads on gene groups shown in upper color insets. *P < 0.05; **P < 0.01; ***P < 0.001; NS, not significant; Wilcoxon rank-sum test. Whisker plots: Central bars represent medians, the boxes encompass 50% of the data points, and the whiskers indicate 90% of the data points. (**F**) The proportion of genes with H3.3 retention in spermatozoa on gene groups shown in upper color insets. Genes with >1.5-fold enrichment compared to inputs were defined as genes with H3.3 retention. *P < 0.05; ***P < 0.001. Chi-square test with Yates correction.

We further investigated the genome-wide features of these DEGs in wild-type spermatozoa. We compared average tag density of H3.3, canonical histone H3 (H3.1/H3.2), H3K4me3 and H3K27me3 in wild-type spermatozoa over the four groups of genes: up- and down-DEGs in KO-F1 spermatozoa, canonical Polycomb target genes (3599 genes) identified in ESC (60), and other genes in the genome. Compared to other genes, up- and down-DEGs in KO-F1 spermatozoa are enriched with H3.3 (Figure 4B, while canonical H3.1/H3.2 did not show notable enrichment on these genes (Figure 4C). Consistent with the example of the Protamine gene cluster, up- and down-DEGs in KO-F1 spermatozoa are enriched with H3K4me3 to a higher degree than Polycomb target genes (Figure 4D). H3K27me3 was also significantly enriched on up- and down-DEGs in KO-F1, but to a lesser extent compared to canonical Polycomb target genes (Figure 4E). Further, proportions of genes with histone retention were estimated based on H3.3 enrichment: 46.3% and 50.3% of up- and down-DEGs show > 1.5-fold enrichment of H3.3 (normalized to input read) in spermatozoa (Figure 4F). These analyses demonstrate that, in wild-type spermatozoa, histone retention takes place on dysregulated gene loci detected in KO-F1, raising the possibility that SCML2 mediates intergenerational epigenetic inheritance through sperm chromatin.

### SCML2 establishes H3K27me3 on *Scml2*-KO-F1 dysregulated gene loci in late spermatogenesis

We next examined how the *Scml2*-KO-F1 dysregulated gene loci are modified in the male germline. Of note, H3K4me3 and H3K27me3 are present on up- and down-DEGs loci in E13.5 primordial germ cells, which undergo extensive epigenetic reprogramming (reanalysis from (61): Figure 5A and Supplementary Figure S6). At these gene loci, H3K4me3 and H3K27me3 are present in THY1^+^ undifferentiated spermatogonia and KIT^+^ differentiating spermatogonia (reanalysis from (29)). Subsequently, H3K4me3 increases in PS in meiosis, followed by an increase of H3K27me3 in RS in the postmeiotic stage (reanalysis from (29): Figure 5A). After RS, the intensity of H3K27me3 decreases in testicular sperm but remains present in epididymal sperm, while H3K4me3 remains high after RS (original data in this study: Figure 5A). The late establishment of H3K27me3 after H3K4me3 appears to be explained by the function of SCML2 as the regulator of bivalent chromatin; SCML2 binds to hypomethylated promoter marked with H3K4me3 and induces H3K27me3 to establish bivalent chromatin status (29). This notion is further supported by the analysis of SCML2-binding sites. We reanalyzed the SCML2 binding sites detected in cultured germline stem cells (37) and found that SCML2 directly binds to promoters of both up- and down-DEGs, and the intensity of SCML2 signals is high on these DEG loci compared to other gene loci (Figure 5B). We next examined the function of SCML2 using the ChIP-seq data from *Scml2*-KO PS and RS (29) and native ChIP-seq data generated in this study. Although statistically significant changes were not observed on *Scml2*-KO PS for H3K4me3 and H3K27me3 enrichment on down-DEGs, H3K27me3 enrichment on up-DEGs in PS, RS, testicular sperm, and epididymal sperm was decreased in *Scml2*-KO (Figure 5C). H3K27me3 enrichment on down-DEGs in RS, testicular sperm and epididymal sperm was also decreased in *Scml2*-KO (Figure 5C). These results suggest that the SCML2-dependent establishment of H3K27me3 in the male germline is correlated with SCML2 mediated paternal epigenetic inheritance.

**Figure 5.**
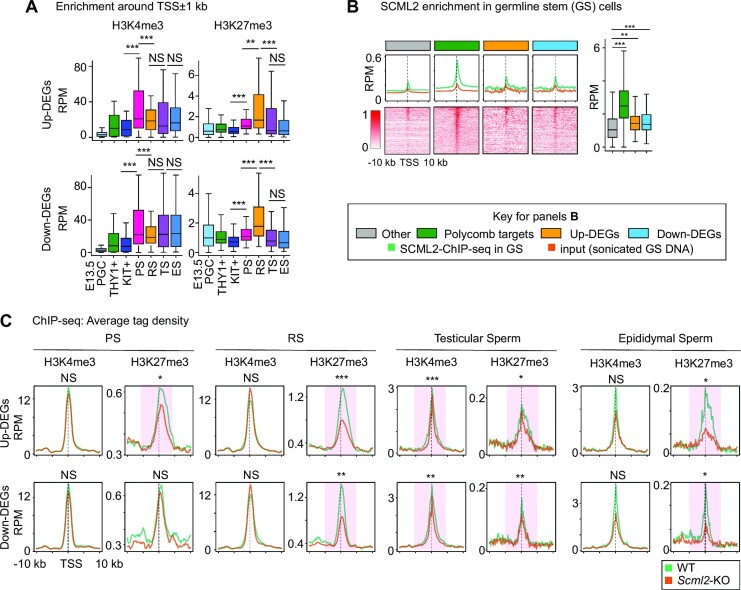
SCML2-dependent establishment of H3K27me3 on the *Scml2*-KO-F1 dysregulated gene loci. (**A**) Whisker plots of enrichment around TSSs ±1 kb of H3K4me3 and H3K27me3 ChIP-seq read in each stage of male germ cells. **P < 0.01; ***P < 0.001; NS, not significant; Wilcoxon rank-sum test. Central bars represent medians, the boxes encompass 50% of the data points, and the whiskers indicate 90% of the data points. E13.5 PGC: E13.5 male primordial germ cells, THY1+:THY1+ undifferentiated spermatogonia, KIT+:KIT1+ differentiating spermatogonia. PS: pachytene spermatocytes, RS: Round spermatids, TS: Testicular sperm, ES: epididymal sperm. (**B**) Average tag density plots and heatmaps around TSS ±10 kb, as well as whisker plots of enrichment around TSSs ±1 kb of SCML2 ChIP-seq reads in germline stem (GS) cells on gene groups shown in upper color insets. **P < 0.01; ***P < 0.001; Wilcoxon rank-sum test. Whisker plots: Central bars represent medians, the boxes encompass 50% of the data points, and the whiskers indicate 90% of the data points. (**C**) Average tag density plots of H3K4me3 and H3K27me3 ChIP-seq reads around TSS (±10 kb) of up- and down-DEGs in PS, RS, testicular sperm and epididymal sperm from wild-type and *Scml2*-KO males. **P < 0.01; ***P < 0.001; NS, not significant; Wilcoxon rank-sum test with Bonferroni correction was performed around TSS (±5 kb) (shown with pink areas).

### Intergenerational effects were largely corrected in F2 mice sired from *Scml2-*KO males

Next, we sought to address whether SCML2-mediated epigenetic states persist across generations (i.e. transgenerational inheritance). To this end, we obtained F2 males from the KO-F1 males sired from *Scml2*-KO males (KO-F2; Figure 6A); the KO-F1 males were fully fertile, despite the dysregulation of gene expression in spermatozoa (Figure 3). 

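KO-F2 males were obtained by natural mating of KO-F1 males. Their cauda epididymal spermatozoa were sequenced with the library kits used for F1 spermatozoa, in 2 biological replicates with 11462105 and 8384266 counts, on average 5.05 times the counts of the Ctrl-F1 sperm libraries they were compared with. There, 3 counts correspond to 0.262 and 0.358 CPM. Rn45s took 13.3% (95% Wilson interval 13.26% to 13.29%) and 3.52% (3.511% to 3.536%) of the counts. The sample labels name 1 sequencing run for both KO-F2 libraries and none for the F1 sperm libraries. If the runs differed, run and generation cannot be told apart, because every library of the named run is KO-F2 spermatozoa. The labels also give a different background for F1 (BDF2) and F2 (BDF3) males. Scml2 had 6 and 9 counts in the KO-F2 replicates. The test covered 13149 genes. At this depth, 20 of 200 simulated 4-fold changes were called by edgeR's quasi-likelihood test and 22 by DESeq2.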

To test the germline gene expression dysregulated in KO-F2 spermatozoa, we performed RNA-seq of KO-F2 spermatozoa and compared it with F1 control spermatozoa (Supplementary Figure S7A, B). We detected 161 dysregulated genes *Scml2*-KO F2 spermatozoa; 75 genes were up-DEGs and 86 genes were down-DEGs in KO-F2 spermatozoa (Figure 6B, Supplementary Dataset S2). 

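Between KO-F2 and Ctrl-F1 spermatozoa, 0 genes passed the thresholds of the edgeR test, with a smallest adjusted p of 0.0996 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1960 genes had an unadjusted p under 0.05. DESeq2 with default settings called 277 genes, of which 149 were higher and 128 lower in KO-F2, and 113 of them are on the paper's list for KO-F2. The samples carry the same replicate numbers, and the deviations of same-numbered samples from their group means had a correlation of 0.135 across genes. With the replicate number as a block in the edgeR test, 362 genes were called, 215 higher and 147 lower, and 125 of them are on the paper's list. Among the settings chosen beforehand, pairing by number moved the count most. With the block, the late spermatogenesis genes outside the paper's DEGs had a median log2 fold change of 0.07, against 0.22 over all genes.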

Of note, only two genes were overlapped between down-DEGs in KO-F1 spermatozoa and KO-F2 spermatozoa, while there was no overlap between up-DEGs in KO-F1 spermatozoa and KO-F2 spermatozoa (Figure 6C, D). This suggests that, in KO-F2, there are no consistent set of DEGs that correlate with the effects observed in the first generation (KO-F1) and that epigenetic abnormally detected in KO-F1 spermatozoa were largely corrected in the F2 generation. 

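As neither comparison gave calls by edgeR's quasi-likelihood test, no gene was shared, out of 10554 genes tested in both. By DESeq2 with default settings, 1 gene was higher in both (Ppp1r15a) and 1 lower in both (Cdv3), out of 125 and 149 higher genes and 265 and 128 lower genes (Fisher's exact test, one-sided, p = 0.642 for the higher and p = 0.874 for the lower genes), and 6 genes were called in opposite directions. By edgeR's likelihood ratio test, chosen after the data were seen, 27 genes were higher in both, out of 115 and 385 (Fisher's exact test, one-sided, p = 7.19e-27), and 3 lower in both, out of 211 and 196 (Fisher's exact test, one-sided, p = 0.736). Ppp1r15a and Cdv3 are named because the counts were this small, after their values were seen. Both comparisons use the same Ctrl-F1 libraries and are not independent. Of the genes the paper lists as shared, Inhbb had 29 and 23 counts in Ctrl-F1, 0 in both KO-F1 replicates and 4 and 1 in KO-F2. It was at least 10.8-fold lower in KO-F1 than in Ctrl-F1, and its log2 fold change in KO-F2 was -5.86 (standard error 0.98, adjusted p = 0.149 from edgeR's quasi-likelihood test). 6330403K07Rik had 23 and 87 counts in Ctrl-F1, 0 in both KO-F1 replicates and 33 and 45 in KO-F2. It was at least 26.7-fold lower in KO-F1, a bound that rests mostly on Ctrl-F1 replicate 2 (57.9 CPM, against 9.48 CPM in replicate 1). Its log2 fold change in KO-F2 was -3.25 (standard error 0.98, adjusted p = 0.226 from edgeR's quasi-likelihood test). This value moved to -1.24 when Ctrl-F1 replicate 2 was left out.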

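Of the paper's KO-F1 DEGs, 252 were tested in KO-F2, and 106 of them, 49 up-DEGs and 57 down-DEGs, changed in the same direction as in KO-F1. Under the other settings chosen beforehand, this number lay between 104 and 117. These genes were selected against the same Ctrl-F1 libraries, so the number expected without any relation is not known. The number therefore decides nothing about a correction in F2. KO-F2 and KO-F1 spermatozoa were also compared directly, and gene lists were added to this comparison after the data were seen. By edgeR's quasi-likelihood test, 312 of 13517 genes passed the thresholds, of which 285 were higher and 27 lower in KO-F2. With scaling to the late spermatogenesis list in place of TMM, which moves the median of all genes to -1.77, 67 genes were higher and 3683 lower. The late spermatogenesis genes outside the paper's DEGs had a median log2 fold change of 0.02 in KO-F2 against Ctrl-F1, with 27 of 54 genes higher (adjusted p = 0.885 from limma's camera test), and of 2.00 in KO-F2 against KO-F1, with 51 of 53 genes higher (adjusted p = 1.41e-13 from limma's camera test, over 5 list tests). Both p-values compare genes with genes and do not measure the spread between animals. The labels name a sequencing run for the KO-F2 libraries and none for the F1 sperm libraries. From the lack of overlap, the paper proposes that KO-F2 has no set of DEGs that follows the effects in KO-F1 and that the abnormality of KO-F1 spermatozoa was largely corrected in the F2 generation.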

Consistent with this idea, GO enrichment analysis revealed distinct classes of genes are dysregulated in between KO-F1 spermatozoa and KO-F2 spermatozoa, and we did not observe an enrichment of spermatogenesis-related genes in down-DEGs of KO-F2 spermatozoa (Supplementary Figure S7C). However, SCML2 peaks were detected at the promoters of up- and down-DEGs of KO-F2 spermatozoa in cultured germline stem cells (Figure 6E). 

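Over log2(CPM + 1) of all 23416 genes, the KO-F2 replicates had a Pearson correlation of 0.974 across genes, which are not independent replicates. Ctrl-F1 replicate 1 correlated with the KO-F2 replicates at 0.902 and 0.888, more than with Ctrl-F1 replicate 2, at 0.859. Ctrl-F1 replicate 2 correlated with the KO-F2 replicates at 0.873 and 0.874, also more than with Ctrl-F1 replicate 1. The KO-F2 libraries were the deepest of these, and the effect of depth on the correlations was not tested. KO-F1 spermatozoa correlated with KO-F2 at between 0.853 and 0.861, and with Ctrl-F1 at between 0.835 and 0.845.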

In our experiments, we used a consistent genetic background, and we confirmed that biological replicates for our data sets are similar to each other (Supplementary Figure S7B), excluding the possibility that the KO-F2 results were caused by differences in genetic background or individual differences. An alternative possibility could be instability of epigenetic information in the F2 mice sired from *Scml2-*KO males, while similar patterns of gene dysregulation were not observed between KO-F1 spermatozoa and KO-F2 spermatozoa. Therefore, intergenerational effects were largely corrected in F2 mice sired from *Scml2-*KO males. It is still possible that SCML2 may impact transgenerational inheritance of epigenetic information. However, the instability is unlikely to be explained by stable transmission of epigenetic states at specific target loci across generations.

**Figure 6.**
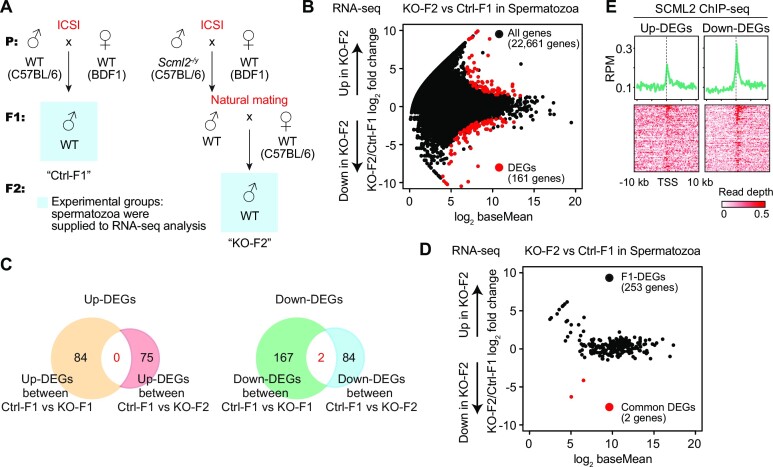
Instability of epigenetic information in the F2 mice sired from *Scml2*-KO males. (**A**) Strategy for generation and mating of Ctrl and *Scml2*-KO offsprings. For RNA-seq analysis, Ctrl-F1 and *Scml2*-KO-F2 spermatozoa were compared. (**B**) The mRNA-seq analysis in sperm samples from Ctrl-F1 and *Scml2*-KO-F2. 161 genes were significantly dysregulated (fold change > |2|, *P*_adj_ < 0.01) in spermatozoa of KO-F2, shown in red circles. (**C**) Venn diagrams showing the overlap of DEGs between *Scml2*-KO-F1 and F2 sperms. (**D**) The mRNA-seq analysis in sperm samples from Ctrl-F1 and *Scml2*-KO F2. MA plot showing expression patterns of 253 dysregulated genes are detected in Figure 3 between Ctrl-F1 and *Scml2*-KO F2. The remaining DEGs in spermatozoa of KO-F2 are shown in red circles. (**E**) Average tag density plots and heatmaps of GS SCML2 ChIP-seq signals around TSSs of DEGs in *Scml2*-KO-F2 spermatozoa (±10 kb).

### Dysregulation of gene expression in preimplantation embryos derived from *Scml2*-KO testicular sperm

Finally, we sought to determine how paternal chromatin defects in *Scml2*-KO testicular sperm impact the next generation after fertilization. To this end, we performed ICSI experiments using *Scml2*-KO and wild-type control testicular sperm and examined gene expression in preimplantation embryos derived from them. To precisely evaluate the gene expression, we used oocytes from C57BL/6 female mice, which have the same genetic background as the *Scml2*-KO male mice (Figure 7A). After ICSI, KO-derived (KO-F1) and wild-type control-derived (Ctrl-F1) embryos were cultured for a day to obtain two-cell embryos and for 4 days to obtain blastocysts (Figure 7B). KO-F1 embryos developed into blastocysts, which showed abnormal morphology (Figure 7B) and a smaller diameter (Figure 7C) with slightly less frequency (Supplementary Table S2) compared to Ctrl-F1 blastocysts. We performed RNA-seq analyses of pooled two-cell embryos, in which KO-F1 embryos consist of *Scml2*^+/−^ females and wild-type males, and further performed RNA-seq analyses of each single male blastocysts (four KO-F1 blastocysts and five Ctrl-F1 blastocysts: Figure 7A, Supplementary Figure S8A, B). Because *Scml2* is the X-linked gene, all male embryos derived from *Scml2*-KO sperm are wild-type. Thus, we were able to evaluate true epigenetic effects by analyzing single male blastocysts with the same wild-type genotype between KO-F1 blastocysts and Ctrl-F1 blastocysts. Although gene expression profiles of pooled two cell samples showed largely consistent between KO-F1 and Ctrl-F1 and between biological replicates, individual KO-F1 blastocysts showed variable gene expression compared to Ctrl-F1 blastocysts (Figure 7D, E). These results demonstrated that the epigenetic abnormality of *Scml2*-KO testicular sperm was associated with abnormal gene expression in genetically wild-type blastocysts (KO-F1).

**Figure 7.**
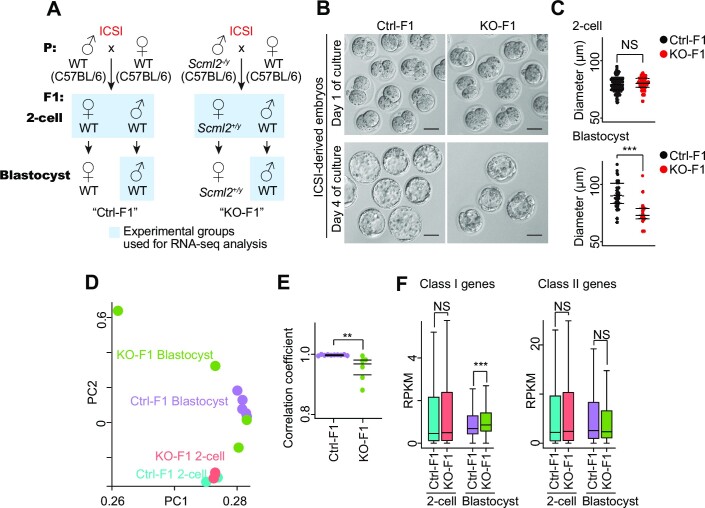
Dysregulation of gene expression in preimplantation embryos derived from *Scml2*-KO testicular sperm. (**A**) Strategy for generation of Ctrl-F1 and *Scml2*-KO-F1 preimplantation embryos by ICSI using testicular sperm. (**B**) Representative phase-contrast images of F1 preimplantation embryos at the two-cell (Day 1) and blastocyst stages (Day 4), generated by ICSI with testicular sperm from Ctrl and *Scml2*-KO males, followed by *in vitro* culture. Scale bars, 50 μm. (**C**) Dot plots showing diameters for F1 embryos at the two-cell and blastocyst stages derived from Ctrl and *Scml2*-KO testicular sperm. Central bars represent medians; the top and bottom lines encompass 50% of the data points. NS, not significant; ***P< 0.001; two-tailed unpaired *t*-test. (**D**) Bidimensional principal-component (PC) analysis of gene expression profiles in ICSI-derived Ctrl- and *Scml2*-KO-F1 embryos at the two-cell and blastocyst stages. (**E**) Dot plots showing the Pearson correlation coefficient values for each pair of single XY blastocyst transcriptomes in Ctrl- and *Scml2*-KO-F1 groups. Central bars represent medians; the top and bottom lines encompass 50% of the data points. **P< 0.01; two-tailed unpaired *t*-test. (**F**) Box-and-whisker plots showing the RPKM values for *Scml2*-target genes (as defined in (29); Class I, developmental regulator genes; Class II, somatic genes) in ICSI-derived Ctrl- and *Scml2*-KO-F1 embryos at two-cell and blastocyst stages. Central bars represent medians, boxes encompass 50% of the data points, and the whiskers indicate 90% of the data points. NS, not significant; ***P< 0.001; Wilcoxon rank-sum test.

In these RNA-seq data sets, a small number of DEGs were detected between KO-F1 and Ctrl-F1 two-cell embryos (Supplementary Figure S8C, Supplementary Dataset S3). On the other hand, 535 upregulated genes and 312 downregulated genes were detected when we compared KO-F1 and Ctrl-F1 blastocysts, while a few repetitive elements were found to be upregulated in KO-F1 blastocysts (Supplementary Figure S8C, Supplementary Dataset S3). We previously showed that SCML2 regulates H3K27me3 on two distinct classes of bivalent genes; a class includes developmental regulator genes that are not active in the germline (Class I) and somatic/mitotic genes that are suppressed in late spermatogenesis (Class II) (29). Based on these findings, we next examined whether these target genes are dysregulated in the embryos. Notably, the Class I genes were specifically upregulated in KO-F1 blastocysts (Figure 7F). A GO term analysis revealed that the upregulated genes in KO-F1 blastocysts are enriched with genes related to developmental processes, including the GO terms ‘regulation of neuron differentiation’, ‘cardiocyte differentiation’, and ‘cardiac cell development’ (Supplementary Figure S8D). Further, these DEGs in KO-F1 male blastocysts were the SCML2 target genes in the male germline; SCML2 accumulated on DEGs in germline stem cells, and H3K27me3 accumulation on these genes was SCML2-dependent in representative stages of the male germline (Supplementary Figure S9). Therefore, these results suggest that paternal epigenetic defects in *Scml2*-KO sperm were associated with the misregulation of developmental regulator genes in KO-F1 blastocysts.

## DISCUSSION

In this study, we present functional evidence that the classic epigenetic regulator Polycomb mediates paternal epigenetic inheritance through sperm chromatin. We rescued the infertility of *Scml2*-KO males and demonstrated that the *Scml2*-KO mouse line serves as a novel model of epigenetic inheritance, particularly that of paternal epigenetic states. We further provide novel epigenomic resources for testicular sperm. We show that epididymal pattern of the sperm epigenome is already established in testicular sperm. Although we were not able to determine an exact reason why testicular sperm of *Scml2*-KO males worked with ICSI, possible reasons include deterioration of chromatin states or genome integrity from testicular sperm to epididymal sperm of *Scml2*-KO males. In line with this possibility, H3K27me3 was further attenuated from testicular sperm to epididymal sperm of *Scml2*-KO males at specific loci (Figure 2B). Another alternative possibility could be structural defects of *Scml2*-KO epididymal sperm. *Scml2*-KO epididymal sperm have midpieces that are tightly associated with nuclei; we were not able to dissociate their midpieces from sperm nuclei, which might have prevented ICSI from working in our previous study (29). In this study, we used nuclei of cryopreserved *Scml2*-KO testicular sperm for ICSI. These sperm nuclei were detached from midpieces after cryopreservation and prior to ICSI.

In late spermatogenesis, SCML2 binds to hypomethylated promoters of target genes where H3K4me3 is enriched and interacts with PRC2 to establish H3K27me3 on its target gene loci, leading to the establishment of bivalent genomic domains (29) (Figure 8A). SCML2 interacts with both PRC1 and PRC2 (29,37). However, PRC1-mediated H2AK119ub was not observed in normal late spermatogenesis (37). On the other hand, PRC2-mediated H3K27me3 is extensively established during late spermatogenesis in an SCML2-dependent manner (29). Therefore, it is reasonable to postulate that the *Scml2*-KO phenotypes emanate from SCML2-dependent regulation of PRC2 in late spermatogenesis. We found that histone H3.3 was retained, and H3K4me3 and H3K27me3 were present in spermatozoa, whereas H3.1/2 levels were very low on the promoters of dysregulated gene loci of our *Scml2*-KO-F1 model. These findings support the possibility that H3.3 in sperm may be modified with trimethylation at K4 and K27 sites and is responsible for the inheritance of paternal epigenetic states. In spermatogenesis, testis-specific histone variant H3T is a major isoform of histone H3 and is considered to be replaced by H3.3 in late spermatogenesis (62). Thus, SCML2 mediated trimethylation at K27 may occur on H3.3 after replacing H3T at the promoter regions of target loci, and the epigenetic states may persist into the next generation to regulate gene expression in late spermatogenesis of F1.

A recent study showed that multiple histone modifications undergo changes during sperm maturation in the epididymis, some of which occurred on H3.3 (63). In accord with this observation, we show that H3K27me3 is further attenuated in epididymal sperm of *Scml2*-KO compared to testicular sperm (Figure 2B), raising the possibility that alterations of H3.3 modifications during sperm maturation are affected in *Scml2*-KO sperm. Further, SCML2 is a regulator of germline gene expression (37); thereby, it is possible that SCML2 establishes chromatin states that modulate germline gene expression in the next generation. This possibility is in line with the abnormal gene expression in *Scml2*-KO-F1 blastocysts. We speculate that SCML2 deletion in the paternal germline causes epigenetic instability on target loci, which are again regulated in the germline of the offsprings. To test this possibility in future studies, it would be important to determine the epigenetic states of *Scml2*-KO-F1. In addition, there remains an important question as to the impact of paternal SCML2 loss on the soma of the offsprings, although we found it has a minor impact on the liver.

Because active H3K4me2/3 and silent H3K27me3 counteract each other at bivalent chromatin in the germline (29), it is possible that the balanced establishment of bivalent domains may be required for the proper inheritance of epigenetic states for gene regulation in the germline. In *Scml2*-KO-F1 blastocysts, developmental regulator genes that carry bivalent chromatin were dysregulated, although such extensive dysregulation could lead to embryonic death and the survival of relatively normal embryos after implantation. Accordingly, a possible explanation for the F1 germline phenotype is that the attenuation of H3K27me3 may result in abnormal gene expression of F1 spermiogenesis (Figure 8A). Although bivalent chromatin is a persistent feature in the germline, a major unsolved mystery is how epigenetic states are inherited and maintained throughout the germline after fertilization. While paternal H3.3 on promoters disappears after fertilization (64) and H3K27me3 is reprogrammed in preimplantation development (60), a recent study showed that paternal H3K4me3 persists through preimplantation development (30). Thus, it is possible that the paternal epigenetic states, reflecting the memory of paternal H3K27me3, escape epigenetic reprogramming and persist at the promoter regions of the target genes throughout germ cell development.

**Figure 8.**
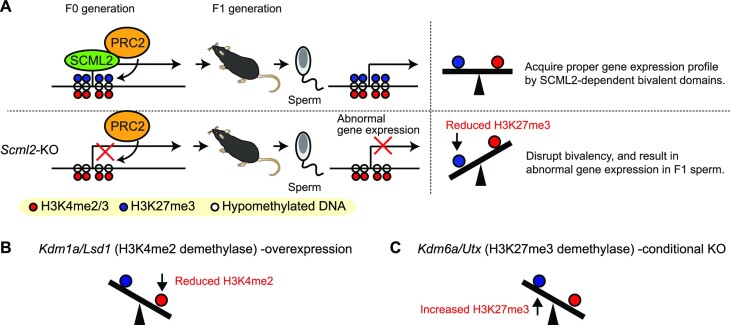
Model: SCML2-mediated epigenetic inheritance and its relevance to other mouse models. (**A**) SCML2 interacts with PRC2 and facilitates H3K27me3 on the hypomethylated promoters of target genes in late spermatogenesis. SCML2-mediated establishment of bivalent chromatin defines epigenetic states of germline lines in the F1 generation. (**B**) *Lsd1* (H3K4me2 demethylase) -overexpression leads to decreased H3K4me2. Siklenka *et al.* and Lismer *et al.* (30,31). (**C**) *Kdm6a*/*Utx* (H3K4me2 demethylase) -conditional KO leads to increased H3K27me3. Lesch *et al.* (33).

In support of this idea, we found that H3K4me3 and H3K27me3 persist on the target genes, albeit at low levels, in E13.5 PGC (Figure 5A and Supplementary Figure S6), where extensive epigenetic reprogramming takes place. Because SCML2 is required for H3K27me3 establishment in the male germline, SCML2 deletion in the paternal germline may perturb epigenetic states in offspring. This notion is in part supported by the analyses of *Scml2*-KO-F1 blastocysts. Our recent study compared embryos derived from ROSI and ICSI using epididymal sperm, and we found that paternal H3K27me3 is linked to the gene expression change in early embryos (65). This study further supports our conclusion that paternal H3K27me3 is involved in intergenerational epigenetic inheritance. On the other hand, the KO-F1 and KO-F2 showed apparently distinct patterns of gene expression, suggesting that epigenetic states may be largely reprogrammed in each generation, though a sort of epigenetic instability may be transmitted across generations.

Of note, our new model of epigenetic inheritance may have some relevance with the previously established model of paternal epigenetic inheritance through sperm chromatin: the *Kdm1a* overexpression model, which reduces H3K4me2 in the germline (30,31) (Figure 8B), and the *Kdm6a* conditional deletion model, which potentially increases H3K27me3 in the germline (33) (Figure 8C). The precise mechanisms of action underlying these mouse models remain elusive; yet, together with our study, it is tempting to speculate that the balance between Polycomb-mediated H3K27me3 and H3K4me2/3 at regulatory elements may be responsible for the establishment of proper gene expression in the next generation.

At the end of this study, we note that there remains a major unsolved question as to how chromatin states can be bookmarked, escape epigenetic reprogramming, and persist at the promoter regions of the target throughout the germline. A possibility is that the abnormal H3K27me3/H3K4me3 could affect DNA methylation or transcription factor binding to gene regulatory elements in the germline (66). Another possibility could be that these sites may escape epigenetic reprogramming, as some TE-derived locus escape epigenetic reprogramming in PGC (67). The notion of chromatin-based persistent epigenetic abnormality is in line with the other emerging cases of epigenetic inheritance (68,69). Further, the severe blastocyst phenotype of *Scml2*-KO-F1 blastocysts suggests that there could be a broad impact on F1 soma via intergenerational inheritance. However, the severe blastocyst phenotype could be enhanced due to in vitro culture because we did not observe a significant difference in reproduction outcomes in two-cell transferred embryos (Supplementary Table S1). Although much remains unknown in paternal epigenetic inheritance, our development of a new tractable mouse model will open up new avenues for future investigations.

## Supplementary Material

gkad479_Supplemental_Files Click here for additional data file.

## Data Availability

NGS datasets used in this study are publicly available and referenced within the article. All 59 datasets from other resources are listed and referenced in Supplementary Dataset S4. All the RNA-seq and native ChIP-seq data generated in this study are deposited to the Gene Expression Omnibus (GEO) under accession code GSE183994.

# Supplementary material for: Polycomb protein SCML2 mediates paternal epigenetic inheritance through sperm chromatin
**Source:** Nucleic Acids Res. 2023 Jun 7;51(13):6668–83. doi: 10.1093/nar/gkad479
**Supplement:** gkad479_Supplemental_Files

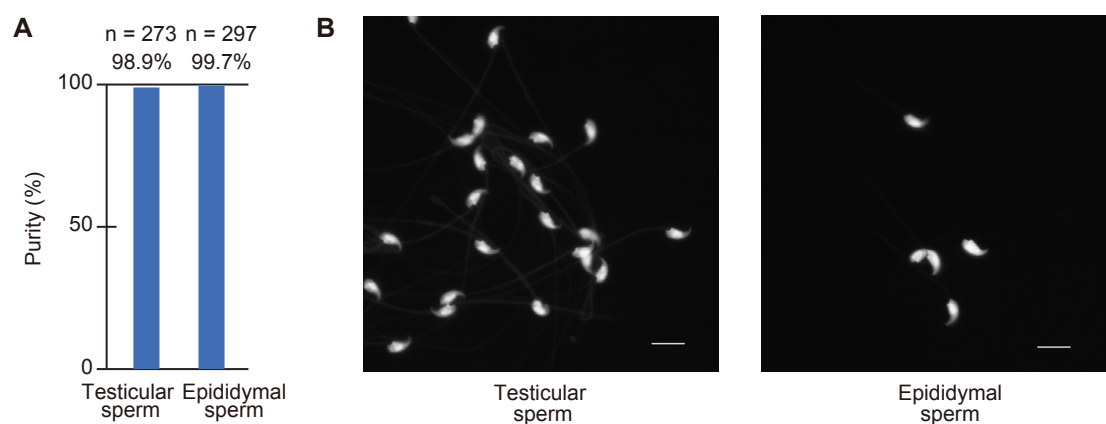

**Supplementary Figure S1. Validation of isolated testicular sperm and cauda epididymal sperm.**

(A) Purity of each sperm sample collected from the testis (testicular sperm) and cauda epididymis (epididymal sperm). Validation was performed using 2 independent wild-type male mice at 2 months old. Purity was determined by the proportion of sperm in all DAPI-positive cells (Numbers of counted DAPI-positive cells were shown).

(B) Representative DAPI-stained images of each fraction for testicular sperm and epididymal sperm. Scale bars, 10 $\mu$ m.

**A**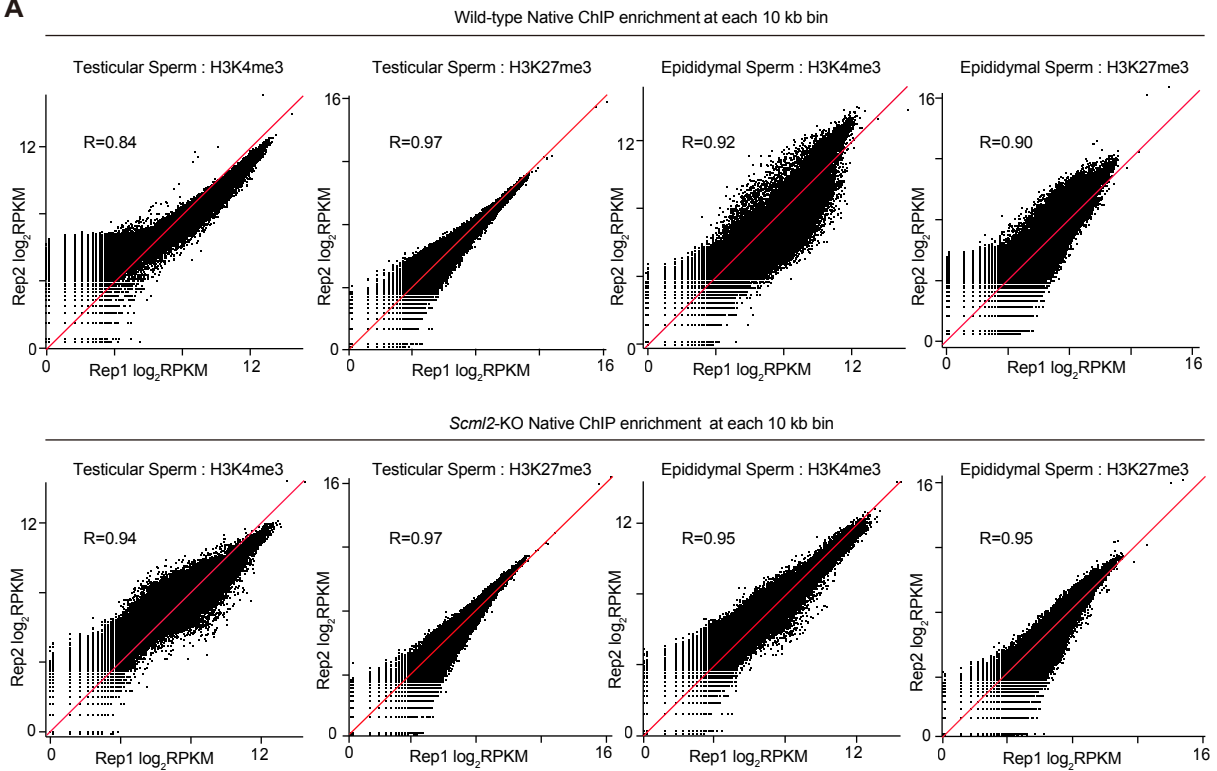**B**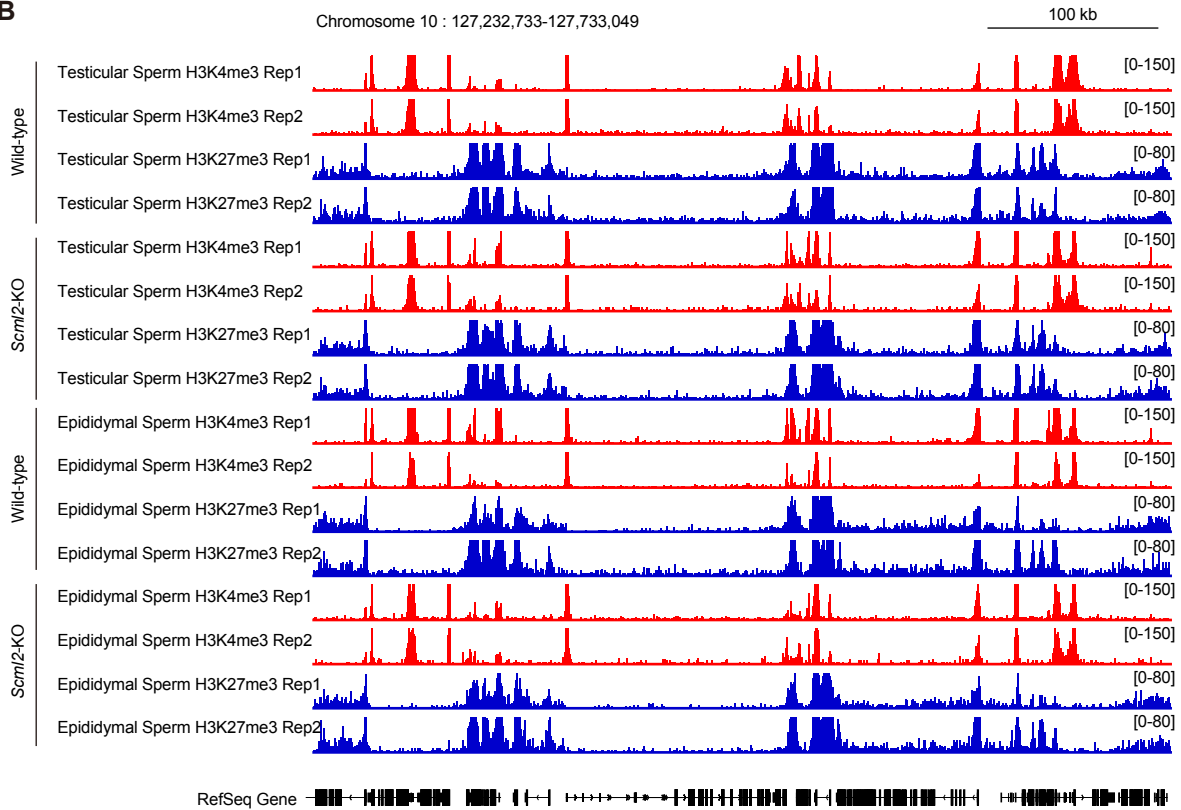

### Supplementary Figure S2. Validation of biological replicates in the ChIP-seq experiments.

(A) Scatter plots show the correlation between biological replicates of native ChIP-seq enrichments at each 10kb bin. ChIP-seq enrichment levels are shown in  $\log_2$  RPKM values. Pearson correlation values (R) are shown.

(B) Track views of ChIP-seq enrichments with biological replicates.

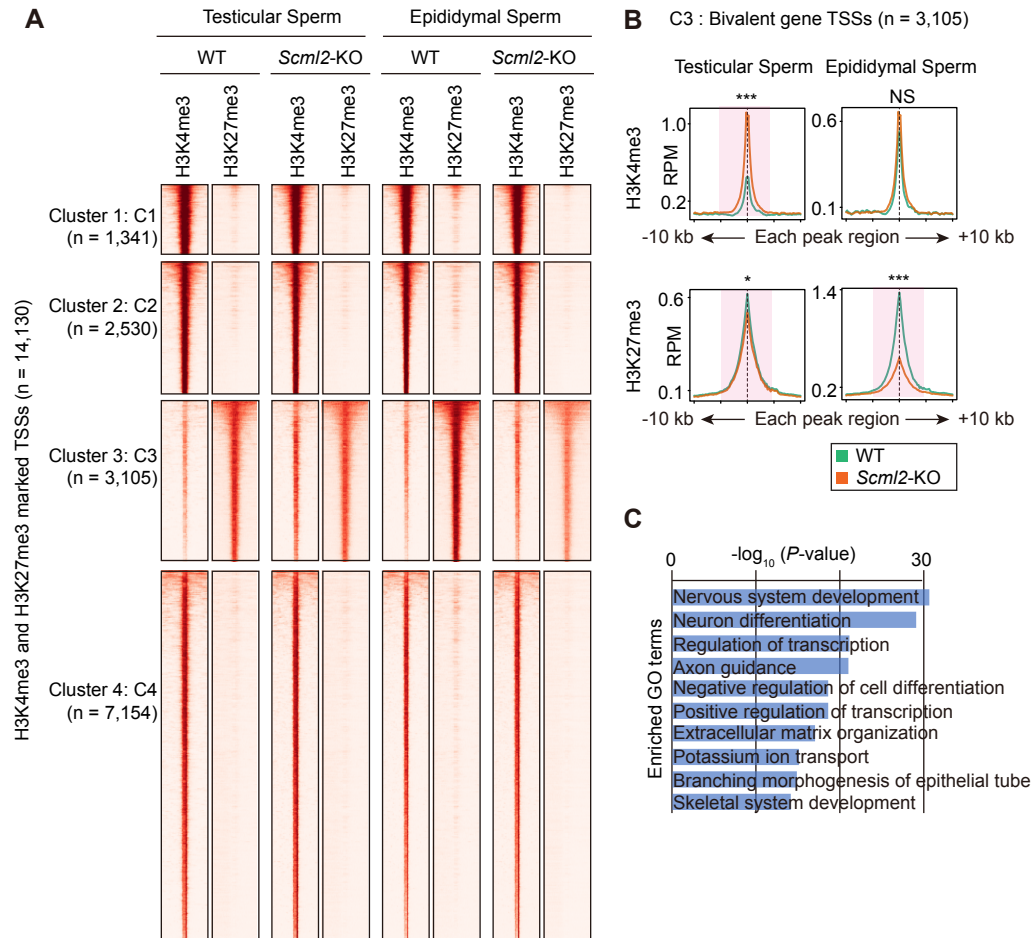

**Supplementary Figure S3. H3K27me3 and H3K4me3 distributions on promoters (transcription start sites: TSSs) in testicular sperm and epididymal sperm.**

(A) k-means clustered heatmap of H3K4me3 and H3K27me3 marked TSSs in wild-type and *Scml2*-KO testicular sperm and epididymal sperm.

(B) Average tag density plots around TSSs  $\pm 10$  kb for Cluster 3: C3. \* $P < 0.05$ ; \*\*\* $P < 0.001$ ; NS, not significant; Wilcoxon rank-sum test with Bonferroni correction was performed around TSS ( $\pm 5$  kb) (shown with pink areas).

(C) Bar charts showing enriched GO terms for genes in Cluster 3.

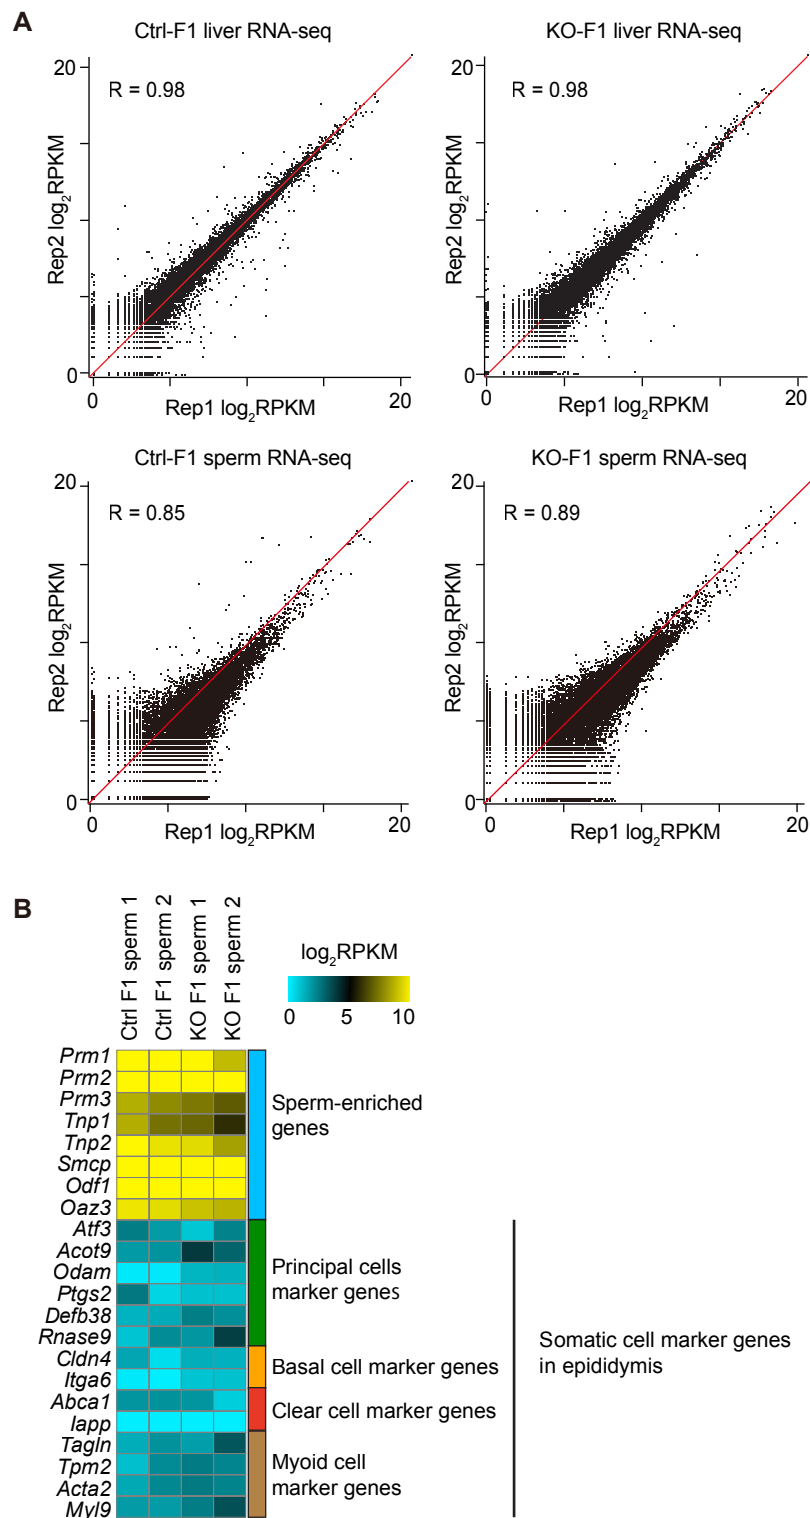

**Supplementary Figure S4. RNA-seq analyses of liver and sperm from *Scml2*-KO F1 and their controls.**

(A) Scatter plots show the correlation between biological replicates of RNA-seq reads for each gene. Expression levels for each gene are shown in log<sub>2</sub> RPKM values. Pearson correlation values (R) are shown.

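Each point of such a scatter plot is a gene, and R measures how similarly the genes are ranked and spaced in both replicates, not how far a given gene differs between them. From the deposited counts, as log2(CPM + 1) without a correction for gene length, the Pearson correlation across genes was 0.993 between the Ctrl-F1 livers and 0.991 between the KO-F1 livers. It was lower in spermatozoa, at 0.859 in Ctrl-F1 and 0.904 in KO-F1. Over the genes with at least 10 counts in every library of the tissue, which were 10640 in liver and 6227 in spermatozoa, it was 0.982 and 0.979 in liver and 0.845 and 0.870 in spermatozoa. Replicates of every group differed by more than counting error, with a chi-square statistic per degree of freedom between 25.5 and 48.2 in the F1 groups, so none of the pairs is a single library in duplicate.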

(B) The expression level of sperm enriched genes and epididymal somatic cell marker genes in the RNA-seq of F1 epididymal sperm. 

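Sperm enriched genes mark spermatozoa, and epididymal markers mark somatic cells that could have been collected with them. In TMM-normalized CPM, Smcp, one of the sperm enriched genes, was at 34124 ± 8484 (SD, n = 2) in Ctrl-F1 and 15146 ± 679 in KO-F1 spermatozoa, and Odf1 at 38724 ± 16576 and 12401 ± 3763. Among the somatic markers, Acot9 was at 19.6 ± 8.09 in Ctrl-F1 and 42.3 ± 12.5 in KO-F1, and Rnase9 at 17.1 ± 17.5 and 36.0 ± 36.5, while Abca1 was at 20.9 ± 7.46 and 6.74 ± 5.29 and Ptgs2 at 15.5 ± 16.0 and 4.16 ± 0.795. Odam had 1 count in each Ctrl-F1 library and 17 in each KO-F1 library, at least 4.42-fold higher. Itga6 had 1 and 0 counts in Ctrl-F1 and 11 in each KO-F1 library, at least 2.86-fold higher. Of the 12 markers tested, 7 were higher and 5 lower in KO-F1. Iapp had 0 counts in every library. The SD of Rnase9 exceeded its mean in both groups, and such values rest on few counts, as the 32 and 30 counts of Acot9 in Ctrl-F1.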

Heatmaps depicting expression pattern (log<sub>2</sub> RPKM) of sperm enriched genes and epididymal somatic cell marker genes (reported in Rinaldi *et al.*, *eLife* 2020) in epididymal sperm of F1 offspring derived from wild-type and *Scml2*-KO males.

Sequence identity

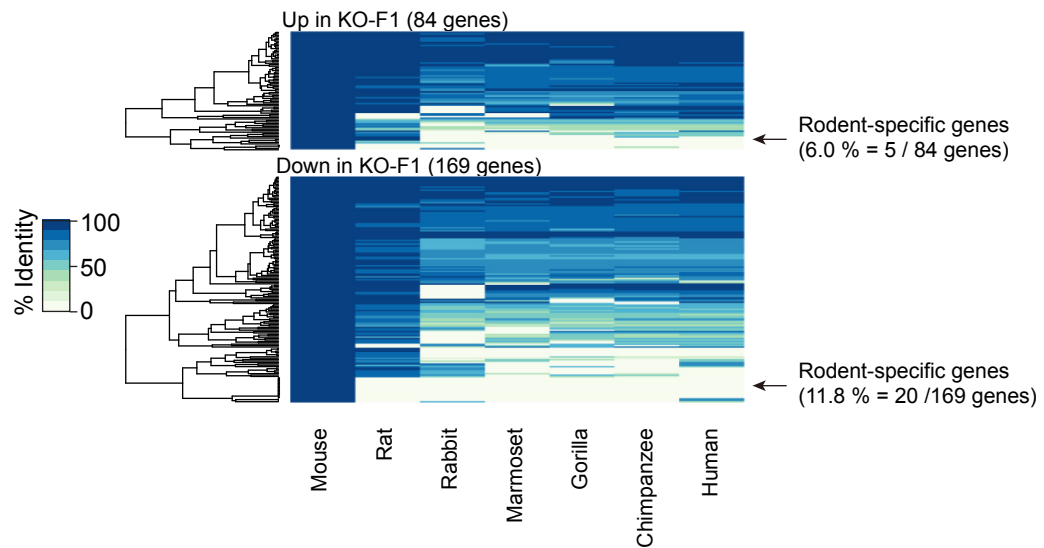

**Supplementary Figure S5. Evolutionary feature of dysregulated genes in *Scml2*-KO-derived F1 spermatozoa**

Heatmap showing percentage sequence identity for each dysregulated gene across 6 other species. Dysregulated genes in *Scml2*-KO-derived F1 spermatozoa exhibit low levels of DNA conservation.

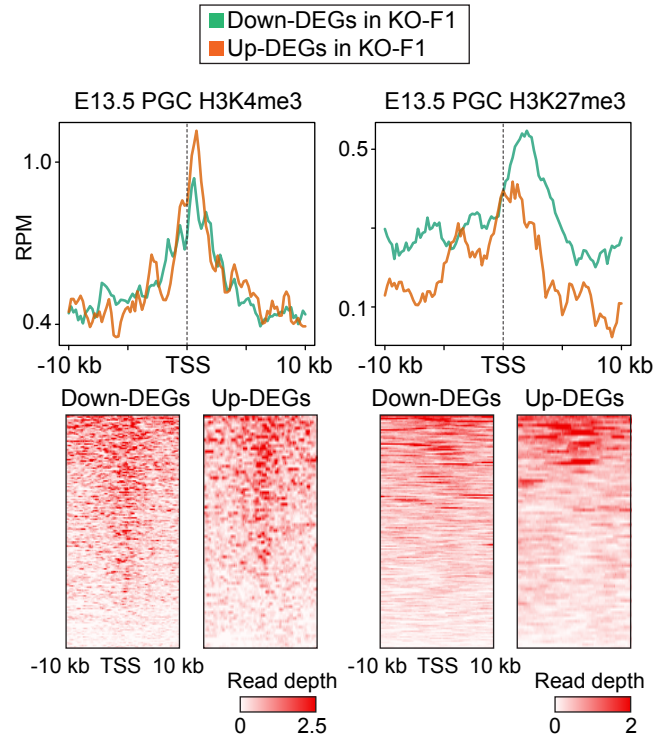

**Supplementary Figure S6. Epigenetic landscapes of DEGs in *Scml2*-KO-F1 spermatozoa in primordial germ cells.**

Average tag density plots and heatmaps of H3K4me3 and H3K27me3 wild-type E13.5 male PGC ChIP-seq reads around TSS ( $\pm 10$  kb) of down- and up-DEGs in *Scml2*-KO-F1 spermatozoa.

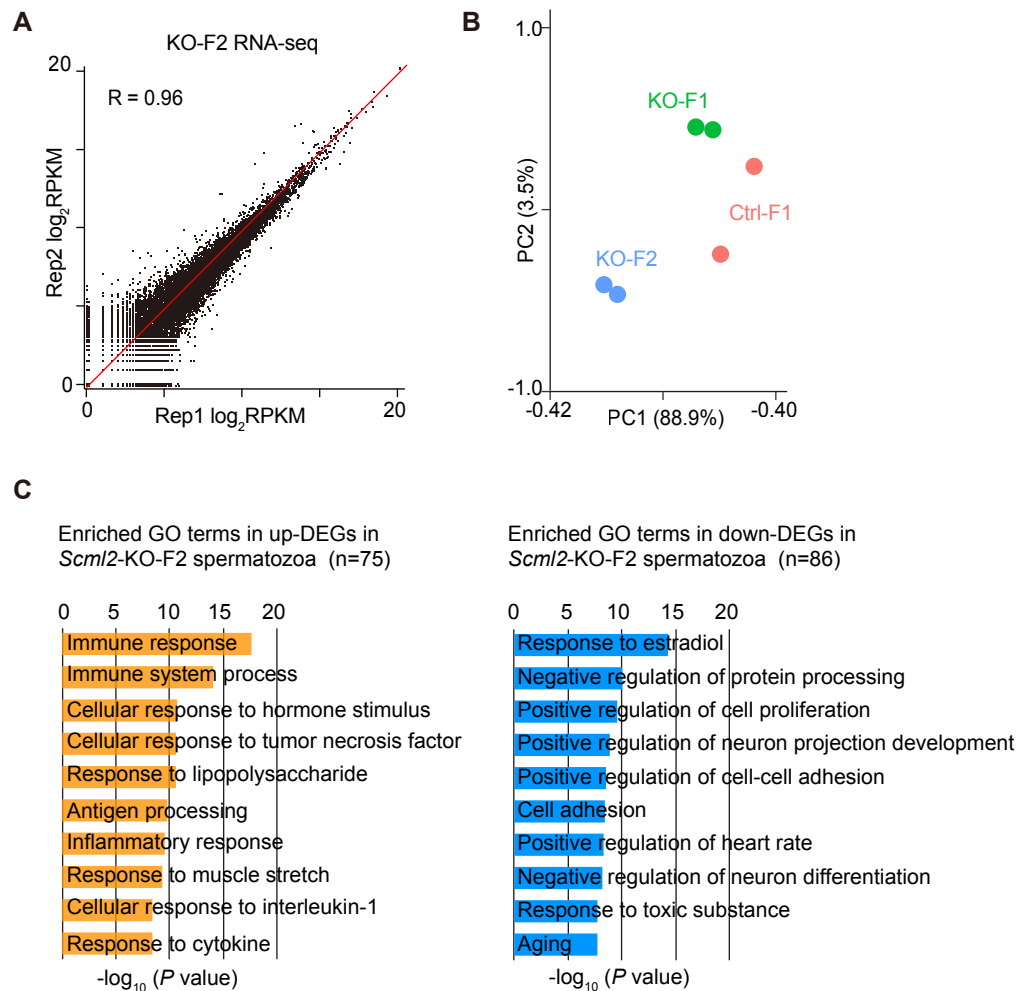

### Supplementary Figure S7. RNA-seq analyses of *Scml2*-KO F2 sperm

(A) A scatter plot shows the correlation between biological replicates of RNA-seq reads at each 10kb bin. RNA-seq reads are shown in  $\log_2$  RPKM values. Pearson correlation values (R) are shown.

(B) A scatter plot shows the PCA analysis among RNA-seq data of *Scml2*-KO F1 sperm (KO-F1), their control F1 (Ctrl-F1) sperm, and *Scml2*-KO F2 (KO-F2) sperm.

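A principal component analysis places each library by the directions in which the libraries differ most. Over log2(CPM + 1) of the 6 sperm libraries, the first component held 37.4% of the variance and the second 24.8%. On the first, the KO-F1 replicates were at -112 and -94.4, and the Ctrl-F1 and KO-F2 replicates between 32.0 and 61.8. On the second, Ctrl-F1 replicate 2 was at -123 and Ctrl-F1 replicate 1 at -5.43, while the KO-F1 replicates were at 17.4 and 2.00 and the KO-F2 replicates at 53.5 and 55.8. The distance between the Ctrl-F1 replicates on this component was larger than that between any other pair of replicates on either component. Ctrl-F1 replicate 2 also had the fewest counts of these libraries (1503733) and the fewest genes with a count (12518). The KO-F2 libraries, at the other end of this component, had the most counts. Depth may therefore account for this distance, which was not tested.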

(C) Comparison of transcriptomes between Ctrl-F1 and *Scml2*-KO-F2 spermatozoa. Bar chart showing enriched GO terms for the up- and down-DEGs between Ctrl-F1 and *Scml2*-KO-F2 spermatozoa.

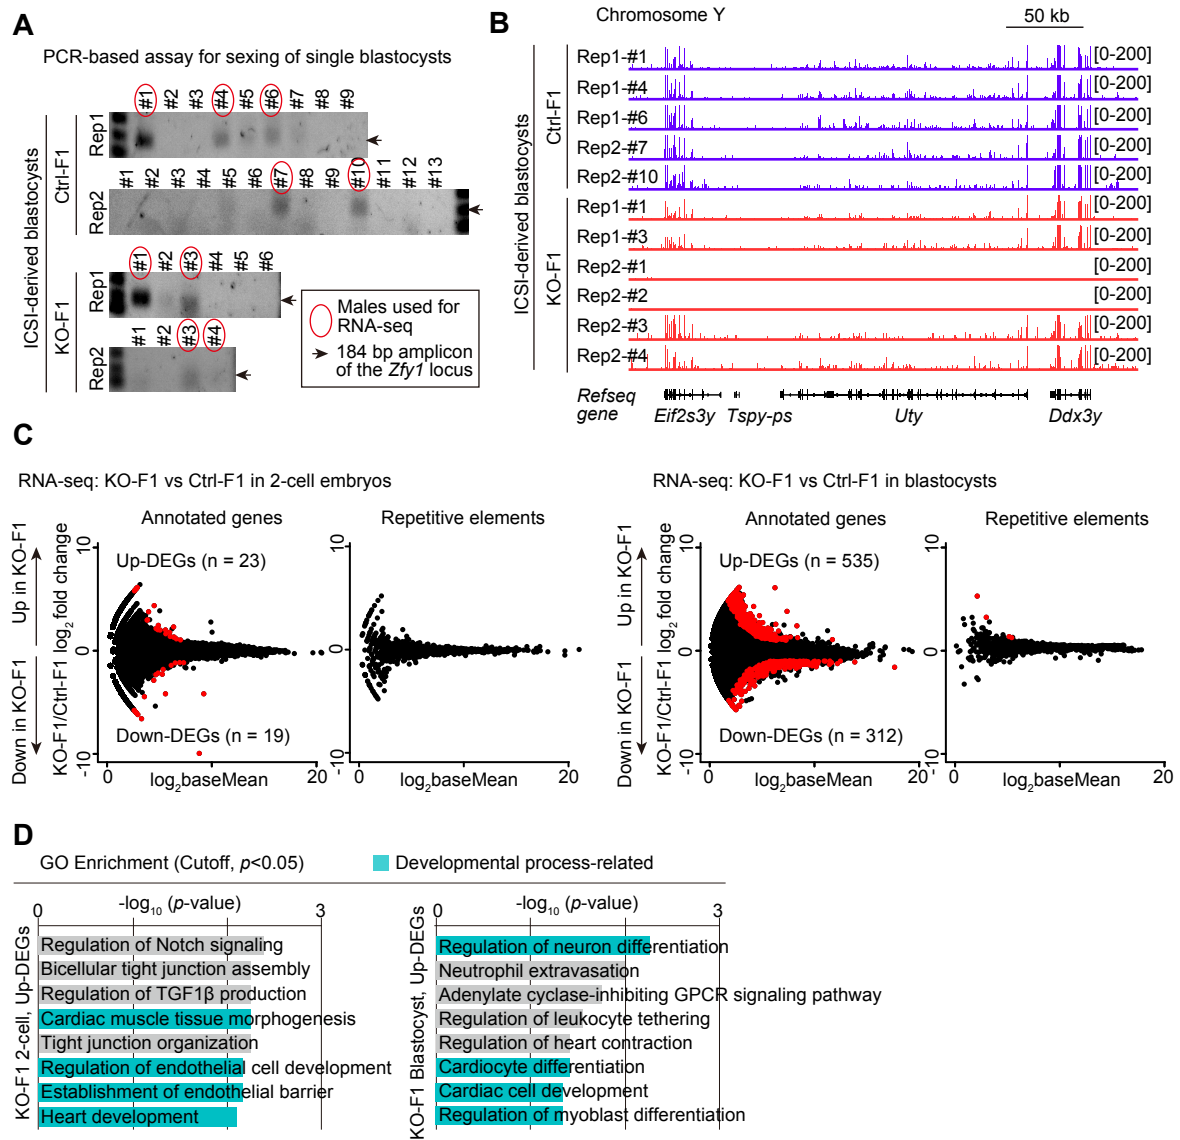

**Supplementary Figure S8. RNA-seq analyses of ICSI-derived Ctrl-F1 and *Scml2*-KO-F1 embryos at the 2-cell and blastocyst stages.**

(A) Agarose gel electrophoresis images of sex genotyping of single blastocysts sired by ICSI with Ctrl and *Scml2*-KO testicular sperm. The specific primer set targeted the *Zfy1* (zinc finger protein 1, Y-linked) locus and amplified a 184 bp product following PCR of DNA extracted from XY blastocysts but not from XX blastocysts. Red circles highlight XY blastocysts used for RNA-seq. Note that all blastocysts sired from Rep#2 of *Scml2*-KO spermatozoa were subjected to RNA-seq analysis because the PCR results were not clear as shown, and males were confirmed with the presence of the Y chromosome as shown in panel (B).

(B) Representative track view shows RNA-seq reads in ICSI-derived Ctrl-F1 and *Scml2*-KO-F1 blastocysts at a Y chromosomal region. The y-axis represents normalized tag counts for RNA-seq in each sample. Because there were almost no RNA-seq reads from *Scml2*-KO-F1 Rep2-#1 and -#2 blastocysts aligned to the Y chromosome, we judged their genetic sex as XX and excluded them from subsequent analyses.

(C) RNA-seq differential expression analysis: *Scml2*-KO-F1 versus Ctrl-F1 embryos at 2-cell and blastocyst stages; in total, 42 and 847 annotated gene transcripts evinced significant changes in expression in *Scml2*-KO-F1 2-cell and blastocyst embryos, respectively (red circle, fold change  $\geq 2$ ,  $P$  value  $< 0.01$ , binomial test). In contrast to annotated gene transcripts, only a few types of repetitive elements were differentially expressed in *Scml2*-KO-F1 blastocysts. Up-DEGs: upregulated differentially expressed genes; Down-DEGs: downregulated differentially expressed genes.

(D) Gene ontology (GO) analysis of Up-DEGs in *Scml2*-KO-F1 embryos, assessed by the Enrichr (<https://maayanlab.cloud/Enrichr/>). The GO terms with  $P$  values  $< 0.05$  (Fisher's exact test) were defined as enriched. The ontological groups related to developmental processes were highlighted in turquoise.

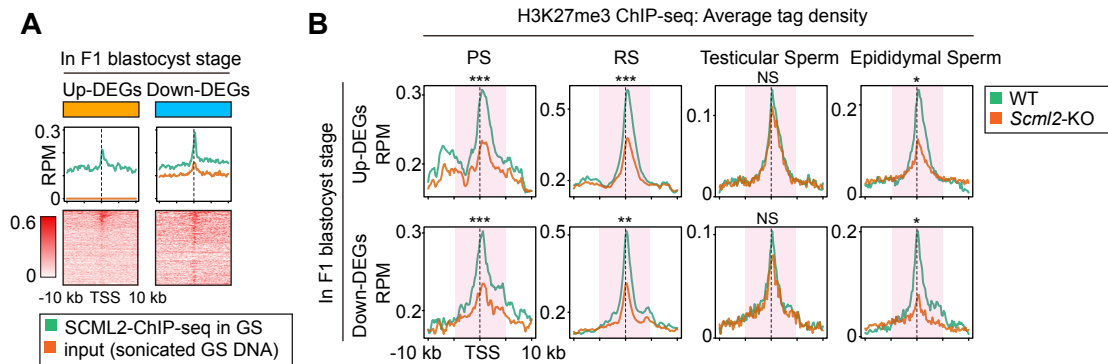

**Supplementary Figure S9. Epigenetic landscapes of DEGs in *Scml2*-KO-F1 blastocysts in the male germline.**

(A) Average tag density plots and heatmaps around TSS  $\pm 10$  kb of SCML2 ChIP-seq reads in germline stem (GS) cells on up- and down-DEGs in *Scml2*-KO-F1 blastocysts.

(B) Average tag density plots of H3K27me3 around TSS  $\pm 10$  kb of down- and up-DEGs in PS, RS, testicular sperm, and epididymal sperm from wild-type and *Scml2*-KO males. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; NS, not significant; Wilcoxon rank-sum test with Bonferroni correction was performed around TSS ( $\pm 5$  kb) (shown with pink areas).

**Supplementary Table S1**

**Full-term development of ICSI- and ROSI-embryos fertilized with testicular sperm or round spermatids from wild-type and *Scml2*-KO mice**

|         | No. of<br>injected<br>oocytes | No. of<br>survived<br>oocyte (%) | No. of 2-<br>cell<br>embryos<br>(%) | No. of 1-<br>cell arrest<br>(%) | No. of<br>fragmented<br>(%) | No. of<br>transferred<br>embryos | No. of pups (%)<br>[min-max] | Body weight<br>(average $\pm$ SE) | Placental weight<br>(average $\pm$ SE) |
|---------|-------------------------------|----------------------------------|-------------------------------------|---------------------------------|-----------------------------|----------------------------------|------------------------------|-----------------------------------|----------------------------------------|
| WT ICSI | 144                           | 76 (53)                          | 63 (83)                             | 8 (11)                          | 5 (7)                       | 63                               | 7 (11) [0-14.6]              | 1.73 $\pm$ 0.05                   | 0.10 $\pm$ 0.01                        |
| KO ICSI | 277                           | 187 (68)                         | 146 (79)                            | 22 (11)                         | 19 (9)                      | 146                              | 9+7* (11) [4.8-19.0]         | 1.79 $\pm$ 0.04 #                 | 0.14 $\pm$ 0.02                        |
| WT ROSI | 108                           | 71 (66)                          | 64 (90)                             | 5 (7)                           | 2 (3)                       | 64                               | 5 (8) [0-13.5]               | 1.59 $\pm$ 0.03                   | 0.12 $\pm$ 0.01                        |
| KO ROSI | 301                           | 203 (67)                         | 191 (94)                            | 6 (3)                           | 6 (3)                       | 191                              | 7 (4) [2.4-4.7]              | 1.63 $\pm$ 0.07                   | 0.14 $\pm$ 0.02                        |

Two independent male mice were used for each experiment. ICSI = intracytoplasmic sperm injection, ROSI = round spermatid injection

\* obtained by natural childbirth

# not contain natural birth's data

**Supplementary Table S2**

**Preimplantation development of ICSI-embryos fertilized with testicular sperm from wild-type and *Scml2* -KO mice**

Experiments to obtain blastocysts

|        | No. of injected oocytes | No. of survived oocyte (%) | No. of activated zygote (%) | No. of cultured embryos* | No. of 1-cell arrest (%) | No. of fragmented (%) | No. of 2-cell embryos (%) | No. of 4-cell embryos (%) | No. of morulae (%) | No. of blastocyst (%) |
|--------|-------------------------|----------------------------|-----------------------------|--------------------------|--------------------------|-----------------------|---------------------------|---------------------------|--------------------|-----------------------|
| WT(#1) | 217                     | 155(71)                    | 133(61)                     | 133                      | 13(10)                   | 6(5)                  | 69(52)                    | 25(19)                    | 8(6)               | 12(9)                 |
| WT(#2) | 220                     | 149(68)                    | 104(47)                     | 104                      | 6(6)                     | 3(3)                  | 45(43)                    | 36(35)                    | 0(0)               | 14(13)                |
| KO(#1) | 219                     | 177(81)                    | 115(53)                     | 92                       | 18(20)                   | 16(17)                | 25(27)                    | 22(23)                    | 3(3)               | 8(9)                  |
| KO(#2) | 216                     | 167(77)                    | 120(56)                     | 75                       | 9(12)                    | 8(10)                 | 29(39)                    | 24(32)                    | 1(1)               | 4(5)                  |

Two independent male mice were used for each genotype (#1 and #2).

\* Not all of KO-F1 embryos were used for culture experiments, while all WT-F1 embryos were used for culture experiments.

Experiments to obtain 2-cell embryos

|        | No. of injected oocytes | No. of survived oocyte (%) | No. of activated zygote (%) | No. of cultured embryos | No. of 1-cell arrest (%) | No. of fragmented (%) | No. of 2-cell embryos (%) |
|--------|-------------------------|----------------------------|-----------------------------|-------------------------|--------------------------|-----------------------|---------------------------|
| WT(#1) | 157                     | 91(58)                     | 85(93)                      | 85                      | 8(9)                     | 8(9)                  | 69(81)                    |
| WT(#2) | 156                     | 90(58)                     | 72(80)                      | 72                      | 3(4)                     | 5(7)                  | 64(89)                    |
| KO(#1) | 92                      | 81(88)                     | 74(91)                      | 74                      | 4(5)                     | 12(16)                | 58(78)                    |
| KO(#2) | 92                      | 80(87)                     | 69(86)                      | 69                      | 3(4)                     | 5(7)                  | 60(87)                    |

Two independent male mice were used for each genotype (#1 and #2).

How the deposited data were processed for this re-analysis (not part of the article)

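The counts used here are the raw read counts per gene symbol that the authors deposited for 10 mouse libraries: liver and cauda epididymal spermatozoa of Ctrl-F1 and KO-F1 males and spermatozoa of KO-F2 males, with 2 biological replicates per group. According to their methods, the authors aligned single-end reads of 75 bp to GRCm38 with Hisat2 at default settings and counted uniquely aligned reads with featureCounts, and the paper's text does not name the annotation or the strand setting. Liver libraries came from mRNA and sperm libraries from amplified cDNA, so PCR copies cannot be told apart and every interval and detection limit covers counting error only.

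Each file lists 23420 lines. The 2 symbols listed more than once (4 lines) were left out and 23416 genes were kept. Library totals were between 11339729 and 14278900 counts in liver, between 1503733 and 2778171 in F1 spermatozoa and 8384266 and 11462105 in KO-F2 spermatozoa. The detection limit of a library was set at 3 counts of its total, and a fold against a group with at most 3 counts in each library is given as a lower bound. Shares of counts in single libraries carry 95% Wilson intervals.

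Comparisons were made with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr with its defaults (minimum count 10, minimum total count 15) and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes tested. Genes were called at a fold change of at least 2 and an adjusted p under 0.01. The comparisons were KO-F1 with Ctrl-F1 liver, KO-F1 with Ctrl-F1 spermatozoa, KO-F2 with Ctrl-F1 spermatozoa and, as a test of the difference between generations, KO-F2 with KO-F1 spermatozoa. Overlaps of calls were tested with Fisher's exact test, one-sided. With 2 libraries against 2, an exact permutation test of a single gene or list cannot give a two-sided p below 0.333, so p-values rest on the models fitted across genes.

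Gene lists were tested with camera of limma 3.58.1, at an inter-gene correlation of 0.01, which compares the genes of a list with all other genes and not animals with animals. The sperm enriched and epididymal somatic lists are those of Supplementary Figure S4B. The late spermatogenesis, epididymal epithelium and leukocyte lists were written from general knowledge of marker genes and hold none of the paper's DEGs. Normalized values are TMM-normalized CPM over the 6 sperm libraries. Correlations and principal components were computed on log2(CPM + 1). Gene positions are those of GRCm38.

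The comparisons, their tests, the gene lists and most alternatives were chosen before the data were examined. These alternatives were DESeq2 1.42.0 with default settings, DESeq2's size factors in edgeR, no filter, a minimum of 10 counts in every library, the replicate number as a block, an adjusted p under 0.05, no fold threshold, thinning of counts to the smallest library, all 3 sperm groups in 1 model, scaling to the late spermatogenesis list, and leaving out each replicate in turn. Replicates were paired only because the labels give the same replicate numbers in each group; same-numbered samples are different animals. The gene lists were set to be tested against Ctrl-F1 only; their tests between KO-F2 and KO-F1 spermatozoa and the principal components were added after seeing the data. Other alternatives, which were chosen after seeing the data, were DESeq2 adjusted over every gene with a count, edgeR's likelihood ratio test, edgeR's bias-adjusted quasi-likelihood test, DESeq2 on thinned counts, DESeq2 against each Ctrl-F1 sample alone, a crossed block in liver, principal components of CPM without logarithm, and leaving out each replicate for the genes of the paper's lists.

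The genes named are those that the paper's text or Supplementary Figure S4B names for these samples, the genes the paper lists as shared by KO-F1 and KO-F2, and, in each comparison, at most 5 higher and 5 lower genes with the smallest adjusted p among those past the threshold whose replicates lie on the same side of both controls. Any other named gene was chosen after its values were seen.

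The tests were checked on simulated counts in which 200 genes were changed 4-fold. edgeR's quasi-likelihood test called 163 of them in liver, 1 in KO-F1 spermatozoa, 20 in KO-F2 spermatozoa and 30 between KO-F2 and KO-F1 spermatozoa, and DESeq2 161, 25, 22 and 52. The ChIP-seq and embryo RNA-seq samples were not analysed here, and no gene ontology enrichment was run.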

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

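Of the tests in this part, those on depth, on dominant genes, on transcript length and GC content, on ribosomal protein genes, on sequencing runs and of any gene list between KO-F2 and KO-F1 were chosen only after the result was seen. Thinning itself was among the alternatives set beforehand, and only its use here as a test of depth came later. The tests of the late spermatogenesis, epididymal epithelium and leukocyte lists against Ctrl-F1 were chosen beforehand. Every camera p in this part compares genes with genes and does not measure the spread between animals.

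The paper does not compare KO-F2 with KO-F1 spermatozoa directly. In that comparison 312 of 13517 genes passed the thresholds by edgeR's quasi-likelihood test, 285 higher and 27 lower in KO-F2. The 5 higher genes with the smallest adjusted p were Fn1, 1700015G11Rik, Lyz1, Tpsb2 and Ly6d, each with an adjusted p of 0.00911. Fn1 had 15 and 10 counts in KO-F1 and 2848 and 3810 counts in KO-F2, a log2 fold change of 6.51, while Lyz1, with 0 counts in both KO-F1 libraries, was at least 99.1-fold higher in KO-F2. Among the lower genes, Rps18 was at least 286-fold lower, with 297 and 147 counts in KO-F1 and 1 in each KO-F2 library. Such a gene has near-identical copies that share reads, so this fold is uncertain.

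Generation differs in this comparison together with the background named in the labels, the depth and possibly the sequencing run, which the labels name for the KO-F2 libraries and not for the F1 sperm libraries. After thinning to the smallest library 692 genes passed, so depth alone does not account for the difference. Run and generation cannot be told apart.

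The late spermatogenesis list, which holds none of the paper's DEGs, had a median log2 fold change of 2.00 in KO-F2 against KO-F1 spermatozoa, higher in 51 of 53 genes, and of -1.51 in KO-F1 against Ctrl-F1 spermatozoa, lower in 49 of 51 genes (unadjusted camera p of 3.73e-16). A general fall of germ cell transcripts in KO-F1, beyond the genes the paper calls, was a prediction made beforehand, and this value is consistent with it. The fall remained after thinning (unadjusted camera p of 4.46e-15) and without the 10 genes with the most counts (5.00e-16). A curve on transcript length and GC content took up 0.693% of the variance of all genes and left the median at -1.53; as it moved so little, it says little about length and GC content.

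RNA of other cells in the KO-F1 samples is a technical candidate explanation. The epididymal epithelium list gave no detectable difference in KO-F1 (median 0.44, unadjusted camera p of 0.189), but the paper's DEGs were left out of it, so the epithelial genes that changed most could not count. Among the paper's DEGs are the epididymal genes Defb28 (log2 fold change 2.79) and Lcn12 (2.37), singled out here after their values were seen. They are examples only. The paper's KO-F1 DEGs also hold Defb2, Defb9, Defb43, Wfdc15b, Gpx3 and Cd52, which may come from the epididymis too and are likewise outside the epithelium list. Gpx3 and Cd52 took on average 2.88% and 1.30% of the counts of the KO-F1 and Ctrl-F1 sperm libraries. The share of the list therefore leaves out abundant transcripts. The list took 2.35% and 2.17% of the counts in KO-F1 and 2.82% and 1.01% in Ctrl-F1, so its share showed no uniform rise. As the list lacks the paper's DEGs, RNA of the epithelium still cannot be excluded. Ribosomal protein genes, taken here, without a test of that premise, as a mark of RNA of other cells, were higher in KO-F1 in 55 of 61 genes, with a median log2 fold change of 0.91 (unadjusted camera p of 1.89e-06); scaled to the late spermatogenesis list, it was 2.39 where all genes had a median of 1.51. The leukocyte list went the other way in KO-F1, with 17 of 19 genes lower (median -0.53, unadjusted camera p of 0.0620), so it gives no sign of more white blood cells there. RNA of other cells may contribute, and a change of the germ cells themselves cannot be told apart from it.

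Leukocyte genes, none of them among the paper's DEGs, had a median log2 fold change of 1.92 in KO-F2 against Ctrl-F1 spermatozoa, higher in 33 of 36 genes (unadjusted camera p of 1.39e-11). They took 0.161% and 0.202% of the counts in KO-F2 and between 0.0554% and 0.0825% in the F1 sperm libraries. RNA of white blood cells in the KO-F2 samples may explain this, as predicted beforehand. Ribosomal protein genes were not higher in KO-F2, however, with 30 of 66 higher (median -0.22, unadjusted camera p of 0.143). Either this explanation or their use as a mark of other cells may therefore be wrong. Uneven counting of near-identical copies or less epithelial RNA in KO-F2, neither of them excluded here, could also have hidden a rise. The difference of the leukocyte genes remained after thinning (unadjusted camera p of 1.04e-11) and without the 10 genes with the most counts (1.18e-11). The curve on length and GC content took up 0.522% of the variance and left a median of 1.68, so it too says little about them. The list was also higher in KO-F2 than in KO-F1 (median 3.09, unadjusted camera p of 1.45e-13). Any property of the KO-F2 libraries alone, of cells, generation or possibly run, could give this. The comparison with KO-F1 therefore cannot tell run or generation apart from white blood cells.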

How the results depend on the processing

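All tests of gene lists between KO-F2 and KO-F1 spermatozoa, the alternatives adjusted over every gene, the likelihood ratio and bias-adjusted tests, DESeq2 on thinned counts, the comparisons with single Ctrl-F1 samples, the crossed block and the principal components of CPM were chosen after seeing the data. For all changes given here the cause was not tested. Counts of 0 have no genes to follow when a replicate is left out, so no such value is given for them.

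In liver, where edgeR's quasi-likelihood test called 0 genes (1083 at an unadjusted p under 0.05), 20 genes were called by DESeq2 with default settings, 25 without a filter, 1 among genes with at least 10 counts in every library, 2 with the replicate block (pairing correlation -0.102), 1 at an adjusted p under 0.05, 20 by DESeq2 adjusted over every gene, 28 by the likelihood ratio test and 20 by DESeq2 on thinned counts. DESeq2's size factors, thinning, the bias-adjusted test, the crossed block and dropping the fold threshold left the count at 0.

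In KO-F1 spermatozoa, with 0 calls (2105 at an unadjusted p under 0.05), 390 genes were called by DESeq2 with default settings, 113 without a filter, 200 with at least 10 counts in every library, 253 by DESeq2 adjusted over every gene, 326 by the likelihood ratio test and 329 by DESeq2 on thinned counts. The count stayed at 0 with the replicate block (pairing correlation -0.00890) and the remaining alternatives. Of the paper's DEGs, 242 passed the thresholds by DESeq2 with default settings, against 0 by edgeR. Of the 4 genes of the Protamine cluster, DESeq2 called 4 with default settings, 4 adjusted over every gene and 4 on thinned counts, the likelihood ratio test called 4, and the other alternatives 0.

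In KO-F2 spermatozoa, with 0 calls (1960 at an unadjusted p under 0.05), the counts were 277 by DESeq2 with default settings, 39 without a filter, 1 with at least 10 counts in every library, 362 with the replicate block (pairing correlation 0.135), 2 with all 3 sperm groups in 1 model, 257 by DESeq2 adjusted over every gene, 581 by the likelihood ratio test, 5 by the bias-adjusted test, 167 by DESeq2 on thinned counts, 233 against Ctrl-F1 sample 1 alone and 161 against sample 2 alone. Against sample 1 alone, Prm2 (-0.10) and Tnp2 (-0.0608) changed sign. Genes shared by KO-F1 and KO-F2 numbered 0 by edgeR's quasi-likelihood test, 2 by DESeq2 with default settings, 2 adjusted over every gene, 2 on thinned counts, 30 by the likelihood ratio test, 1 against sample 1 alone and 2 against sample 2 alone.

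Between KO-F2 and KO-F1 spermatozoa, 312 genes were called by edgeR (285 higher, 27 lower), 2058 by DESeq2 with default settings (1400 higher, 658 lower), 2552 without a filter (1841 and 711), 1805 with at least 10 counts in every library (1304 and 501), 819 with the replicate block (665 and 154; pairing correlation 0.0562), 692 after thinning (571 and 121), 198 with all 3 groups in 1 model (168 and 30, 183 of them among the 312), 2759 at an adjusted p under 0.05 (1917 and 842), 1966 by DESeq2 adjusted over every gene (1347 and 619), 2944 by the likelihood ratio test (2069 and 875) and 1475 by the bias-adjusted test (1080 and 395). Scaling to the late spermatogenesis list gave 3750 (67 higher, 3683 lower), of which 80 are among the 312; it moves the median of all genes to -1.77. All 312 kept their direction and a 2-fold change when each replicate was left out in turn. The median of all genes moved to 0.28 with DESeq2, 0.49 without a filter, 0.26 with the block and -0.11 with 3 groups in 1 model, and in KO-F2 against Ctrl-F1 to 0.31 without a filter and 0.22 with the block.

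With all replicates kept, the medians of the gene lists changed sign only as follows. Scaled to the late spermatogenesis list, in KO-F1 that list had a median of 0.0492 and leukocyte genes of 0.79, where all genes had 1.51. In KO-F2 against Ctrl-F1 the late spermatogenesis median was -0.0202 with DESeq2's size factors and -0.10 with scaling to the list, and the epididymal epithelium median was -0.432 with at least 10 counts in every library and -0.428 after thinning. With the block (pairing correlation 0.135) it was 0.42, yet camera placed the list below the other genes with an unadjusted camera p of 0.00639 (0.188 without the block, 0.0239 to 0.179 under the other alternatives), and leukocyte genes were at 2.05. Against KO-F1, the epithelium median was -0.0418 with DESeq2's size factors, -1.15 with at least 10 counts, -1.74 with scaling and -1.19 after thinning. With each replicate left out in turn, medians also changed sign for the late spermatogenesis list in KO-F2 and for the epithelium list between KO-F2 and KO-F1, and they lay from -0.25 to 1.07 for the somatic markers in KO-F1, from -0.25 to 0.53 for the epithelium in KO-F2 and from 1.48 to 2.49 for leukocyte genes in KO-F2. Among all other values, 81 of 456 changed: 1 weaker, 50 stronger, 6 reversed and 24 moved. Some small sign changes on leaving out a replicate were counted as unchanged. Without Ctrl-F1 replicate 2, the log2 fold change in KO-F2 went from 0.189 to -0.0738 for Prm2 and from 0.212 to -0.0328 for Tnp2. The first principal component held 37.4% of the variance and 86.7% on CPM without logarithm, and the second 24.8% and 10.4%.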

Differences from the paper's values

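The alternatives marked below as chosen after seeing the values, among them the groupings of the KO-F2 comparison, were chosen only after the result was seen. In liver, the paper lists 20 DEGs, 8 up and 12 down, where edgeR's quasi-likelihood test called 0, 0 up and 0 down (1083 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 with default settings (20; 7 up, 13 down) and edgeR without a filter (25; 11 up, 14 down) came within the paper's values, and the others did not. Of those chosen after seeing the values, DESeq2 adjusted over every gene with a count gave 20 genes, 8 up and 12 down, the same as the paper's 20; the likelihood ratio test gave 28 and DESeq2 on thinned counts 20.

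In KO-F1 spermatozoa, the paper reports 253 DEGs, 84 up and 169 down, against 0 here, 0 up and 0 down (2105 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, genes with at least 10 counts in every library gave 200 genes, 82 up and 118 down, within the paper's values for the total and both directions. DESeq2 with default settings gave 125 up and edgeR without a filter 65 up, near the paper's up-DEGs but not near the total or the down-DEGs; the others stayed outside. DESeq2 adjusted over every gene, chosen after seeing the values, gave 253 genes, 84 up and 169 down, all of them those of the paper's list. Also chosen after seeing the values, the likelihood ratio test gave 326 and DESeq2 on thinned counts 329. The paper states that the genes of the Protamine cluster were significantly downregulated; edgeR's quasi-likelihood test called 0 of 4, and DESeq2 with default settings called all 4. Among the alternatives chosen after seeing the values, DESeq2 adjusted over every gene, DESeq2 on thinned counts and the likelihood ratio test called all 4, and the bias-adjusted test 0.

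In KO-F2 spermatozoa, the paper reports 161 DEGs, 75 up and 86 down, against 0 here, 0 up and 0 down (1960 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, none came within the paper's total or up-DEGs, and DESeq2 with default settings, with 128, came within its down-DEGs. Chosen after seeing the values, DESeq2 against Ctrl-F1 sample 2 alone, with sample 1 as a group of its own, gave 161 genes, 75 up and 86 down, all of them on the paper's list. It was 1 of 8 groupings of these libraries tried, and the only one to call all 161. Also chosen after seeing the values, DESeq2 on thinned counts gave 167 genes (102 up, 65 down), DESeq2 against sample 1 alone 233 (101 down) and DESeq2 adjusted over every gene 118 down.

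The paper lists 2 down-DEGs shared by KO-F1 and KO-F2 spermatozoa, against 0 here. None of the alternatives set before the data were examined closed the gap. Chosen after seeing the values, DESeq2 against Ctrl-F1 sample 2 alone gave 2, 6330403K07Rik and Inhbb as in the paper, and the likelihood ratio test gave 3, together with 27 shared up-DEGs where the paper lists 0.

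The first principal component of the sperm libraries holds about 89% of the variance in Supplementary Figure S7B, read by eye, and 37.4% here; the second holds about 3.5% in the figure and 24.8% here. No alternative for them was set before the data were examined. On CPM without logarithm, chosen after seeing the values, they held 86.7% and 10.4%, of which the first comes within the paper's value and the second does not.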

Other observations

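All tests in this part were chosen only after the result was seen, except those of the epididymal epithelium list. The log2 fold changes the paper lists for KO-F2 differ from those of DESeq2 against both Ctrl-F1 samples by a median of 0.483, and from those against Ctrl-F1 sample 2, with sample 1 as a group of its own, by a median of 0.00014. This is consistent with values taken against sample 2. Of the paper's 161 KO-F2 DEGs, 129 changed at least 2-fold in the listed direction against Ctrl-F1 replicate 1 as well and 32 did not. Of these 32, 11 changed in the other direction. These numbers are from DESeq2 against Ctrl-F1 sample 1 alone, where 147 of the 161 kept the listed direction. The few genes left showed no change in either direction. By DESeq2 adjusted over every gene against both samples, 113 of the 161 passed the thresholds and 48 did not.

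Depth differed between KO-F2 and Ctrl-F1 libraries by 5.05-fold. DESeq2 still called 167 genes after thinning, 160 of them among the 277 called before, so depth may remove some calls but does not account for most. The epididymal epithelium list, without the paper's DEGs, had a median of 0.29 in KO-F2 against Ctrl-F1 (unadjusted camera p of 0.188). This outcome depended on the setting: over the alternatives the unadjusted camera p lay between 0.00639, with the replicate block (pairing correlation 0.135), and 0.179, and it was 0.0262 after thinning, where the median was -0.43. Camera ranked the list below the other genes in each. The list took 0.584% and 0.315% of the counts in KO-F2 against 2.82% and 1.01% in Ctrl-F1. Less epithelial RNA in KO-F2 therefore cannot be excluded.

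The log2 fold changes of ribosomal protein genes in KO-F2 against Ctrl-F1 were spread more widely than those of 96.6% of 10000 random lists of similar expression, with an SD of 1.94, and more narrowly than every random list in KO-F1 (SD 0.72). In KO-F2 against KO-F1 the spread exceeded that of 92.0% of lists, below the 95% set as a condition for both comparisons. Single genes, named after their values were seen, nevertheless differed between KO-F2 and all F1 sperm libraries: Rps7 had 120 and 93 counts in KO-F2 and at most 1 in an F1 sperm library, Rpl37a 976 and 593 against at most 30, and Rps18 1 and 1 against at least 89. Uneven counting of near-identical copies could have given this and is not excluded.

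In liver, Hamp2 was lower and its neighbour Hamp higher in KO-F1, while the log2 ratio of both summed was -0.18, which is consistent with reads divided differently between these paralogs. A strain variant from the BDF1 oocyte donors could leave called genes close together. Of 20 genes called by DESeq2 in liver, 18 had coordinates, with 1 pair within 10 Mb, a number reached by 79.5% of 2000 random sets, so no clustering was found. Variants at separate loci need not leave called genes close together, so this count cannot exclude strain variants.

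Other splits of the same 4 libraries were tested with DESeq2. Among the 2 splits that part both same-numbered pairs, the other split of the livers also gave 20 calls, none shared with the real one, so 2 of 2 reached the real count. The other split gave 0 calls in KO-F1 and in KO-F2 spermatozoa, so 1 of 2 did, against 390 and 277 calls. The split that keeps same numbers together gave 2 calls in liver and 0 in spermatozoa. With so few splits, a count this large by grouping alone cannot be excluded.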
